# The Hippo pathway regulates density-dependent proliferation of iPSC-derived cardiac myocytes

**DOI:** 10.1038/s41598-021-97133-6

**Published:** 2021-09-07

**Authors:** Abigail C. Neininger, Xiaozhaun Dai, Qi Liu, Dylan T. Burnette

**Keywords:** Cell growth, HIPPO signalling, Cardiovascular biology

## Abstract

Inducing cardiac myocytes to proliferate is considered a potential therapy to target heart disease, however, modulating cardiac myocyte proliferation has proven to be a technical challenge. The Hippo pathway is a kinase signaling cascade that regulates cell proliferation during the growth of the heart. Inhibition of the Hippo pathway increases the activation of the transcription factors YAP/TAZ, which translocate to the nucleus and upregulate transcription of pro-proliferative genes. The Hippo pathway regulates the proliferation of cancer cells, pluripotent stem cells, and epithelial cells through a cell–cell contact-dependent manner, however, it is unclear if cell density-dependent cell proliferation is a consistent feature in cardiac myocytes. Here, we used cultured human iPSC-derived cardiac myocytes (hiCMs) as a model system to investigate this concept. hiCMs have a comparable transcriptome to the immature cardiac myocytes that proliferate during heart development in vivo. Our data indicate that a dense syncytium of hiCMs can regain cell cycle activity and YAP expression and activity when plated sparsely or when density is reduced through wounding. We found that combining two small molecules, XMU-MP-1 and S1P, increased YAP activity and further enhanced proliferation of low-density hiCMs. Importantly, these compounds had no effect on hiCMs within a dense syncytium. These data add to a growing body of literature that link Hippo pathway regulation with cardiac myocyte proliferation and demonstrate that regulation is restricted to cells with reduced contact inhibition.

## Introduction

Cardiac myocytes (CMs) are the cells of the heart that generate contractile force. The mechanisms controlling CM proliferation are critical during both heart development and disease^1,2^. While adult CMs are non-mitotic, CMs in the developing heart proliferate to drive hyperplastic growth^3–5^. The Hippo pathway has been shown to regulate proliferation during development^6,7^. The Hippo pathway is a kinase cascade that, when active, negatively regulates the transcriptional coactivators YAP and TAZ. In the absence of inhibition, YAP and TAZ translocate to the nucleus to activate the transcription of pro-proliferative genes^8–10^. In addition, the Hippo pathway regulates contact-dependent cell proliferation in epithelial cells, cancer cells, and pluripotent stem cells^11–14^. In these studies, low density cells with fewer cell–cell contacts have increased YAP nuclear localization, while high density cells have more inactive YAP in the cytosol^15,16^. This evidence supports the notion that cell proliferation is not entirely regulated by paracrine mechanisms (e.g., by growth factors) and that proliferation is in part regulated spatially by density-dependent mechanisms^17^. We asked if the Hippo pathway is involved in non-paracrine mechanisms such as contact inhibition in the heart.

The Hippo pathway is required for cardiac development in mice^18,19^. Cardiac-specific knockout of YAP is lethal in mice and leads to thin ventricular walls and several other structural abnormalities^7^. A YAP mutant that blocks the interaction between YAP and its binding partner, the transcription factor TEAD, also led to less proliferation in the developing mouse heart^18^. In addition, during the first post-natal week, the mouse heart retains the ability to fully regenerate after an infarction. YAP conditional knockout mice lose the ability to regenerate^7^. Interestingly, constitutively active YAP can induce CM proliferation in the adult mouse heart, as can a mouse with a conditional knockout of Salv1, an upstream Hippo pathway component^6^. Taken together, these studies solidify the Hippo pathway as a key signaling cascade for CM proliferation.

We sought a model system to explore the role of the Hippo pathway in cell density-dependent regulation of CM proliferation. It is difficult to study contact inhibition in vivo, where tight control of cell density is not possible. For example, acute mechanical perturbations followed by long-term live cell imaging are currently beyond available technologies. Therefore, we turned to in vitro models. It has previously been shown that plating low density human embryonic stem cell-derived CMs induces them to enter the cell cycle^20^. This was shown using flow cytometry to measure the expression of three cell cycle markers: BrdU, YAP, and cyclin D1. Furthermore, our previous work showed that human iPSC-derived CMs (hiCMs) are more proliferative when plated sparsely than when in a monolayer based on cell counting using high-content microscopy^21^. Whether the Hippo pathway regulates the apparent difference in CM-proliferation capacity in dense and sparse populations remains to be elucidated. This led us to probe whether the Hippo pathway is involved in regulating the proliferative capacity of CMs in various densities or if YAP is activated in these sparse populations by another mechanism. We have chosen hiCMs as our model system to study this phenomenon, as they are transcriptionally immature—similar to fetal or neonatal CMs in vivo—and have a slight basal proliferative capacity^22,23^. Here, we show that reducing hiCM density by either a scratch assay or by sparse plating increases nuclear YAP and CM-proliferation, and that this proliferative capacity can be further enhanced by combinatorial pharmacological perturbation of the Hippo pathway.

## Results

### Reducing hiCM density in a scratch assay increases proliferative capacity

We first investigated whether a reduction in hiCM density resulted in increased proliferation and/or any changes in Hippo pathway signaling. The hiCMs we used were purchased pre-differentiated and we confirmed the company’s claim of a lack of fibroblast contamination (see “Materials and methods”, Figure S1B) and slight proliferative capacity (Figure S1A,D,E)^21^. The lack of non-muscle cell types is key for interpretation of the data sets measuring proliferation. In addition, hiCMs can be cultured as a dense monolayer in which every cell has the potential to be experiencing contact inhibition.

One well-established method to relieve contact inhibition in culture is to scratch a confluent monolayer of cells^24^. Therefore, we used a micropipette tip to scratch a confluent monolayer of hiCMs (Fig. 1A,B). We hypothesized that, as in epithelial cells, YAP would translocate to the nucleus of hiCMs near the scratch, as these hiCMs should have reduced contact inhibition compared to those far from the scratch. To test this, we localized YAP using immunofluorescence 48 h post-scratch. We noticed that hiCMs near the edge of the scratch appeared to have primarily nuclear YAP (Fig. 1C). A proxy for YAP activity is to measure the nuclear accumulation of YAP^25^. Therefore, we acquired higher magnification images to measure the ratio of nuclear YAP to total YAP. We used β-catenin to mark adherens junctions between myocytes in order to delineate separate cells, and measured nuclear YAP and total YAP using fluorescence localization. We found that hiCMs near the scratch had a higher nuclear YAP to total YAP ratio than either hiCMs farther from the scratch on the same plate or hiCMs in an unscratched monolayer (Fig. 1C,D). Interestingly, this appeared to be an exponentially decaying relationship, where the nuclear YAP to total YAP ratio decreased rapidly as a function of distance from the scratch.

**Figure 1:**
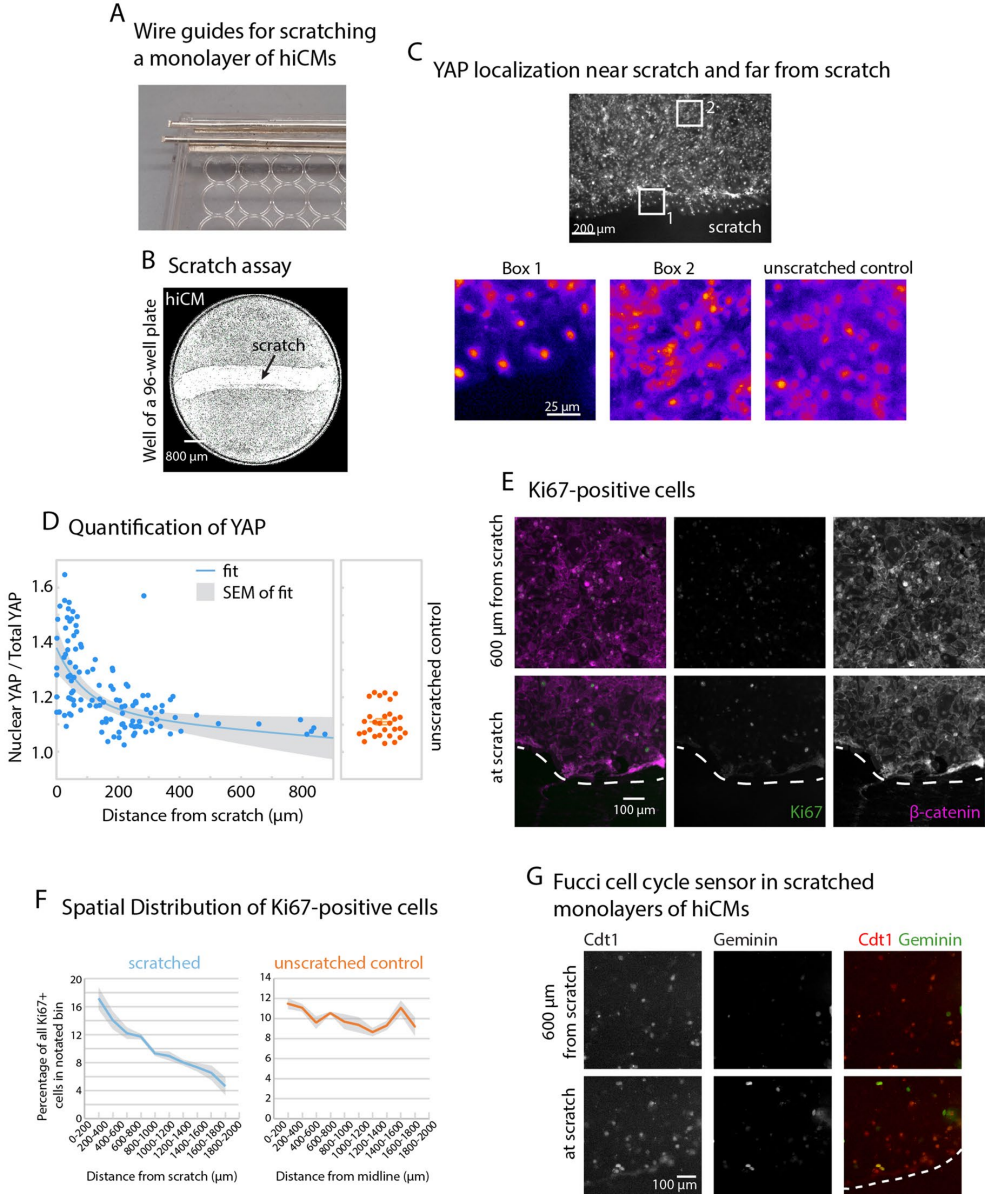
Reducing hiCM density by a scratch assay increases proliferative capacity. (**A**) Wire guide for scratching a monolayer of hiCMs, using a lid of a 96-well plate and a Dremel tool to drill through the plastic lid. Wire guides are composed of a bottom layer of flattened 21-gauge wire glued to the lid and a top layer of cylindrical wire to guide the pipette tip. (**B**) 4 × whole-well phase-contrast image of hiCMs in a well of a 96-well plate, 48 h post-scratch. (**C**) YAP immunolocalization near the scratch (box 1) and far from the scratched (box 2) using 20 × widefield microscopy. (**D**) Quantification of Nuclear YAP divided by total YAP (n = 79 cells from 5 independent experiments). Unscratched control (n = 29 cells from 3 independent experiments). (**E**) Ki67 and β-catenin in a scratched plate 48 h post-scratch using 20 ×. (**F**) Spatial distribution of Ki67-positive hiCMs in a scratched well or in an unscratched control well 48 h post-scratch. ***p < 0.0001, Chi-square = 80.434 with a two by five contingency table comparing distributions of Ki67 in different regions within 2 mm of the scratch or center of the midline of the well. (**G**) Fucci cell cycle probe transduced into a monolayer of hiCMs and scratched or not scratched.

We next wanted to know if the increase in nuclear YAP correlated with an increase in hiCMs entering the cell cycle. One standard way to identify cycling cells is to localize Ki67 using immunofluorescence, as Ki67 is localized in the nuclei of cycling cells^26,27^. We found that in a monolayer of hiCMs, Ki67-positive cells were evenly distributed across the well and were found in actinin2- and troponinT-positive cells (Fig. 1E,F, Figure S1D,E). In contrast, for the scratched cells, there was a skewed distribution, in which more Ki67-positive nuclei were near the scratch (Fig. 1E,F). We further used the Fucci probe as evidence that cells near a scratch are cycling (Fig. 1G). Taken together, these data indicate that the relief of contact inhibition by a scratch assay increases the amount of YAP in the nuclei of hiCMs and promotes their entry into the cell cycle. However, it is worth noting that a scratch assay is inherently asymmetric as only hiCMs near a scratch respond, limiting measurements of responses on a population level. This further suggests that increase in cell proliferation is not entirely a paracrine mechanism. If a scratch induced cardiac myocyte proliferation in a nonautonomous fashion, all cells would undergo a similar increase in proliferation. While we cannot make the conclusion that in this system, the increase in nuclear YAP/total YAP ratio is directly causative of the increase in Ki67-positive nuclei near the scratch, we can conclude that the increase in proliferative capacity seen in a scratched monolayer of cardiac myocytes is at least in part cell autonomous.

### Reducing hiCM density by sparse plating increases proliferative capacity

We next wanted to identify an assay that could model a uniform reduction in contact inhibition across an entire population of hiCMs. A previous study used flow cytometry and Western blotting to show that embryonic stem cell-derived cardiac myocytes begin cycling when they are sparsely plated^20^. Thus, we plated hiCMs as a monolayer or plated them sparsely. Not surprisingly, a monolayer of hiCMs (~ 1088 hiCMs/mm^2^) have a low nuclear YAP/total YAP ratio (Fig. 2A,B). On the other hand, when cells are plated at an eightfold dilution (~ 136 hiCMs/mm^2^), the nuclear YAP/total YAP ratio increases almost twofold (Fig. 2A,B).

**Figure 2:**
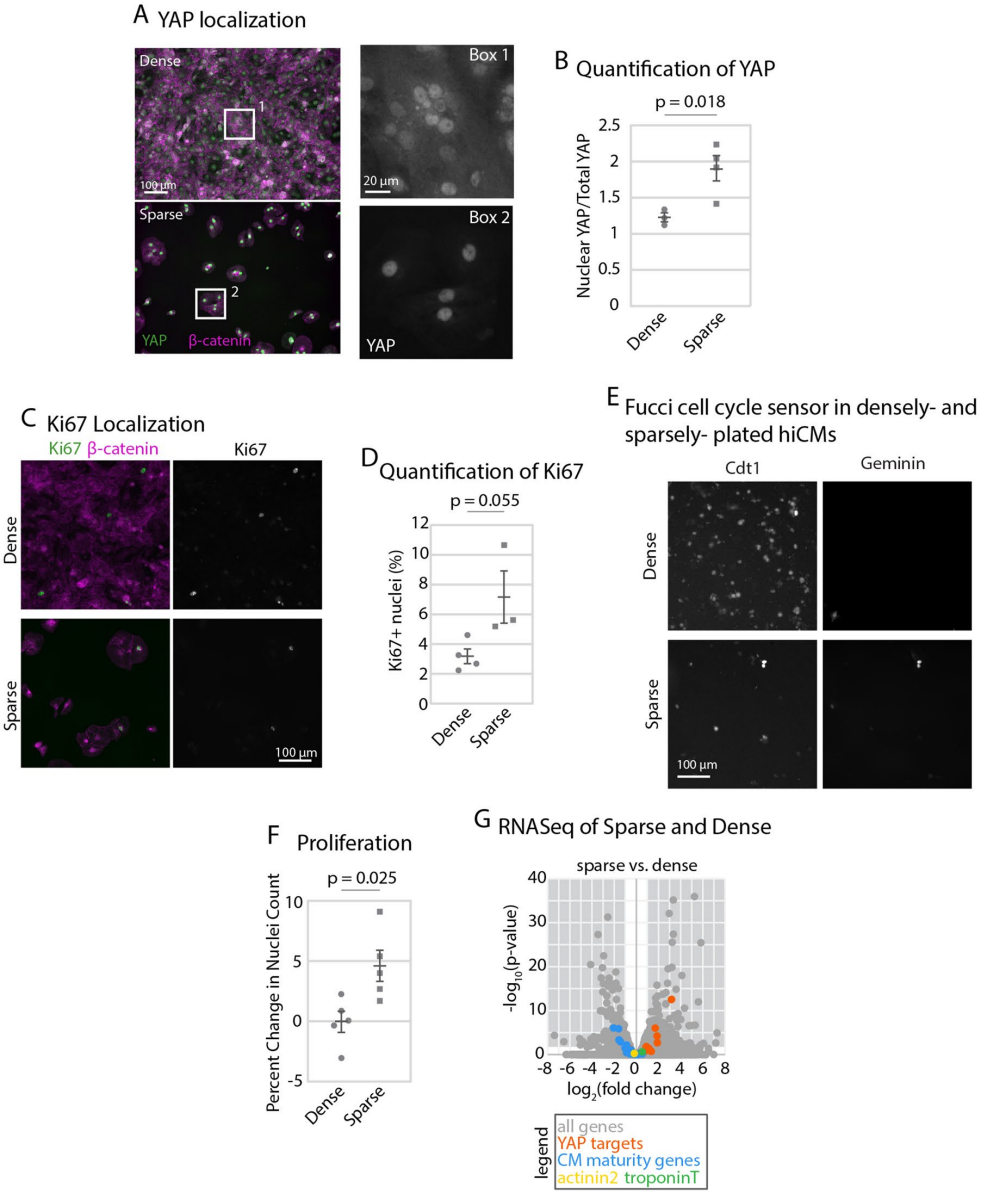
Reducing hiCM density by sparse plating increases proliferative capacity. (**A**) YAP and β-catenin in dense and sparse hiCMs using 20 × widefield fluorescence microscopy. (**B**) Quantification of nuclear/total YAP ratio. Significance determined by paired two-tailed Student’s *t* test. (N = 23 dense cells and 27 sparse cells from 3 independent experiments) (**C**) Ki67 and β-catenin immunolocalization in dense and sparse hiCMs using 20 × widefield fluorescence microscopy. (**D**) Percent of Ki67-positive nuclei in dense (N = 8046 hiCMs from 4 experiments) and sparse (N = 1716 cells from 3 experiments) hiCMs. Significance determined by an unpaired two-tailed Student’s *t* test. (**E**) Fucci cell cycle probe transduced into dense or sparse hiCMs. Arrows shows S–M phase. (**F**) Proliferation of dense or sparse hiCMs quantified by counting nuclei fold change over 48 h (N = 281,250 cells from 5 independent experiments). Significance determined by unpaired two-tailed Student’s *t* test. (**G**) RNASeq Volcano plot of genes significantly changed in sparse versus dense hiCMs (N = 300,000 hiCMs per treatment from 3 independent experiments). A negative fold change represents a downregulation in sparse hiCMs. A positive fold change represents an upregulation in sparse hiCMs. Gene names of determined YAP target genes (including CTGF and CYR61), cardiac myocyte identity genes (TNNT2 and ACTN2), and cardiac myocyte maturity genes (including GATA4 and FOXOD) can be found in Tables 1, 2, 3.

This increase in nuclear YAP in sparsely-plated hiCMs suggested an increase in proliferative capacity. To test this, we asked if sparse plating caused entry into the cell cycle using Ki67 localization. We localized Ki67 in dense or sparse hiCMs and found an increase in Ki67-positive nuclei, indicating a near doubling in cycling hiCMs (Fig. 2C,D). We similarly used the Fucci probe system and found that the majority of dense hiCMs were not cycling, whereas sparse hiCMs had increased cycling cells (Fig. 2E). To directly test if sparse-plating induced proliferation in hiCMs, we counted the number of hiCMs over time. We found that while dense control hiCMs essentially remained the same over 48 h, there was a ~ 5% increase in the number of sparsely-plated hiCMs (Fig. 2F). Taken together, our data indicates that sparse plating induces hiCMs to enter the cell cycle and also divide. This led us to explore the underlying cause of sparsely-plated hiCMs to enter the cell cycle.

It has been postulated that CM division is preceded by dedifferentiation into a more immature phenotype^28,29^. Thus, we employed RNASeq analysis to examine whether the proliferating sparsely-plated hiCMs were as mature as hiCMs in a monolayer. 

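The RNASeq data covered hiCMs, cardiac myocytes differentiated from human induced pluripotent stem cells, in 5 groups of 3 libraries. Dense hiCMs were plated at 50000 cells per well (1088 hiCMs per mm2) and sparse hiCMs at 6250 cells per well (136 hiCMs per mm2). The other groups were sparse hiCMs treated with 1 µM XMU-MP-1 (XMU), with 1 µM S1P, or with both compounds (XS). For XS the treatment label gives 0.1 µM of each compound, whereas the general treatment protocol of the samples gives 1 µM, and the paper reports no RNASeq of this group. Compounds or vehicle were given on days 4, 6 and 8 after thawing and cells were collected on day 9. The paper states that each treatment and RNA preparation was done on 3 separate occasions, with 3 separately purchased vials of cells. Polyadenylated RNA was sequenced from stranded libraries, the authors aligned the reads with STAR, and the submitters' processing notes name cutadapt and the genome build hg19. The deposited values are raw counts for 36512 genes, and the counting program and its strand setting are not given in the sources used here. The columns used for S1P are spelled with the letter I in place of the digit in the deposited table.
Total counts per library were 17624888 to 35193605 (median 23741775) in dense, 15711768 to 28928508 (median 25361813) in sparse, 16861932 to 27701037 (median 24687660) in XMU, 17257190 to 25242587 (median 19689427) in S1P and 10284724 to 29409162 (median 25473828) in XS hiCMs. Genes with at least 1 count numbered 22053 to 22890 in the dense libraries. The sparse 3 library had 16538 and the S1P 1 library 15888, the fewest of the 15 libraries, and they remained the lowest after thinning to about 10000000 counts, at 16389 and 15703 genes. Library numbers are those of the deposited columns. Counts were normalized by TMM, and 16459 genes passed edgeR's filter on low counts. All 15 libraries entered a single quasi-likelihood fit with the condition as the only term, and p-values were adjusted by the Benjamini-Hochberg method. Differentially expressed genes had an adjusted p of at most 0.05 and a fold change of at least 2, the paper's criteria, while members of a gene list were called on the adjusted p alone. In counts simulated for the comparison of sparse with dense hiCMs, 100 genes were changed 4-fold and 100 were changed 2-fold, among 16016 genes. Of the changed genes, 79% and 19% were recovered, in that order. A gene that misses the threshold is therefore not shown to be unchanged.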

We found CM-maturity genes (Table 1) were modestly downregulated in sparse hiCMs (Fig. 2G)^22^. However, expression of CM-identity genes α-actinin 2 and troponinT did not change (Fig. 2G; Table 3). Thus, sparsely-plated hiCMs are less mature than densely-plated hiCMs, but they remain CMs.

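Of the 47 maturity genes of Table 2, 34 had a lower and 13 a higher fitted level in sparse than in dense hiCMs, and 2 fell in the test of single genes. NFATC2, a transcription factor activated by calcineurin, was at 3.82 ± 1.33 CPM (SD, n = 3) in sparse and 15.8 ± 3.40 CPM (SD, n = 3) in dense hiCMs. SREBF1, a transcription factor that drives lipid synthesis, was at 12.3 ± 4.48 CPM (SD, n = 3) in sparse and 36.2 ± 13.2 CPM (SD, n = 3) in dense hiCMs. No maturity gene rose. NFATC2 (chromosome 20 of hg19 from 50003494 to 50179370) had a log2 fold change of -2.06 (standard error 0.32, adjusted p = 0.00252 from edgeR's quasi-likelihood test). For SREBF1 (chromosome 17 from 17713713 to 17740325) the log2 fold change was -1.56 (standard error 0.305, adjusted p = 0.0116 from edgeR's test). For both genes every sparse library lay below every dense library. Adjusted over the list alone, 5 maturity genes were lower and 0 were higher. More than 2 fell with DESeq2, the tool the paper names, or with the column number as a block. The median log2 fold change of the list was -0.30, and the list was lower as a set than the other genes (adjusted p = 0.0076 from limma's camera). The set's adjusted p was 0.496 with an estimated correlation. Without the dense 1 library SREBF1 missed the threshold at an adjusted p of 0.0547 from edgeR's test, which left 1 gene.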

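ACTN2, which encodes the sarcomeric crosslinker α-actinin 2, was at 2989 ± 209 CPM (SD, n = 3) in sparse and 3380 ± 41.2 CPM (SD, n = 3) in dense hiCMs. TNNT2, which encodes cardiac troponin T of the thin filament, was at 8425 ± 2601 CPM (SD, n = 3) in sparse and 5801 ± 423 CPM (SD, n = 3) in dense hiCMs. Neither difference passed the test. The log2 fold change was -0.18 for ACTN2 (standard error 0.17, adjusted p = 0.686 from edgeR's quasi-likelihood test) and 0.54 for TNNT2 (standard error 0.41, adjusted p = 0.598 from edgeR's test). MYH7, the β-myosin heavy chain of the ventricle, was at 24620 ± 2428 CPM (SD, n = 3) in sparse hiCMs, with a log2 fold change of 0.10 (standard error 0.18, adjusted p = 0.847 from edgeR's test). Among 21 measured sarcomere genes, 1 fell and none rose. This was MYH6, the α-myosin heavy chain, with a log2 fold change of -0.92 (standard error 0.20, adjusted p = 0.0246 from edgeR's quasi-likelihood test). Adjusted over the list alone, 2 sarcomere genes were lower. MYH6 missed the threshold without the dense 1, 2 or 3 library (adjusted p of 0.0521, 0.124 and 0.102 from edgeR's test) and without the sparse 1 or 3 library (0.0555 and 0.102). Under voom with sample weights, a setting chosen after the data were seen, TNNT2 passed the threshold with a log2 fold change of 0.65 (adjusted p = 0.0141).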

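Over all genes tested, 203 were upregulated and 168 downregulated in sparse compared to dense hiCMs. Smooth muscle and matrix genes were among those that rose, while replication genes and MT-ND4, encoded by the mitochondrial genome, were among those that fell. ACTA2, smooth muscle actin, was 3.76-fold higher and TAGLN, an actin-binding protein of smooth muscle, 3.42-fold higher in sparse hiCMs. MCM5 and MCM2, subunits of the replicative helicase, had log2 fold changes of -1.08 and -1.10.
Of 10 smooth muscle markers, 3 rose (ACTA2, LMOD1 and TAGLN) and none fell, and 4 were higher and 1 lower when adjusted over the list alone. The set was higher than other genes (adjusted p = 0.012 from limma's camera, adjusted p = 0.313 with an estimated correlation), and its median log2 fold change of 0.59 became 0.37 without sparse 1. ACTA2 was at 156 ± 39.7 CPM (SD, n = 3) in sparse and 41.5 ± 6.04 CPM (SD, n = 3) in dense hiCMs. Of 18 extracellular matrix genes, SPARC and POSTN were among those that rose and none fell, with 4 higher when adjusted over the list alone, while 7 had lower fitted levels and the set did not pass (adjusted p = 0.192 from limma's camera). SPARC, a collagen-binding matrix protein, had a log2 fold change of 1.64 (standard error 0.24, adjusted p = 0.00199 from edgeR's quasi-likelihood test). EGLN3, P4HA2 and P4HA1, prolyl hydroxylases induced in hypoxia, rose among 14 genes of the hypoxia response, of which 9 had lower fitted levels, and the set itself did not pass (adjusted p = 0.511 from limma's camera). In edgeR's test TAGLN missed the threshold without the dense 2 library (adjusted p of 0.0541), and POSTN without dense 1, 2 or 3 or sparse 2 (0.0669, 0.107, 0.114 and 0.0549).
Of 25 G1/S genes, 4 fell (MCM4, MCM5, MCM2 and the transcription factor gene E2F1) and none rose, and 10 were lower when adjusted over the list alone. Their median log2 fold change was -0.57 (adjusted p = 2.11e-06 from limma's camera, adjusted p = 0.428 with an estimated correlation). Of 24 G2/M genes, 20 had higher and 4 lower fitted levels in sparse hiCMs and none passed. Their median log2 fold change was 0.27, and the set did not pass (adjusted p = 0.0974 from limma's camera). MKI67, which encodes the proliferation marker Ki67, was at 60.0 ± 42.2 CPM (SD, n = 3) in sparse and 71.0 ± 16.7 CPM (SD, n = 3) in dense hiCMs and did not pass (adjusted p = 0.888 from edgeR's test). All 13 mitochondrially encoded genes had lower fitted levels, 2 of which passed (MT-ND4 and MT-CYB), and 7 passed when adjusted over the list alone. The set passed with a median log2 fold change of -0.79 (adjusted p = 2.95e-06 from limma's camera, adjusted p = 0.428 with an estimated correlation). E2F1, MT-ND4 and MT-CYB each missed the threshold without any 1 of the 6 libraries of dense 1 to 3 and sparse 1 to 3, at adjusted p from edgeR of 0.053 to 0.129, 0.0601 to 0.142 and 0.0583 to 0.161. MCM4 missed it without dense 3 (0.0514), MCM5 without dense 1 or 2 (0.0667 and 0.0562) and MCM2 without dense 1, 2 or 3 or sparse 3 (0.0669, 0.0604, 0.0532 and 0.0724), all in edgeR's test. Mitochondrially encoded transcripts made up 10.7 ± 0.558% (SD, n = 3) of the counts in sparse and 17.3 ± 0.960% (SD, n = 3) in dense libraries.
Outside these lists, MFAP5, a microfibril protein, was at 12.4 ± 3.44 CPM (SD, n = 3) in sparse and 0.226 ± 0.110 CPM (SD, n = 3) in dense hiCMs. CBLN2, GSG1, POU3F1, SAA1 and GDF6, the last a growth factor of the BMP family, were also among the 10 largest rises. These rankings cover genes past both thresholds with a mean of at least 1 CPM over all 15 libraries. They also require the same direction in all 3 same-numbered pairs. Among these genes EPN3 had the largest fall (log2 fold change -4.10, standard error 0.74, adjusted p = 0.00727 from edgeR's test). TRH, the dopamine receptor gene DRD1, the leiomodin gene LMOD3, SGPP2 and the potassium channel gene KCNJ5 were among the 10 largest falls. In edgeR's test SAA1 missed the threshold without dense 2, dense 3 or sparse 3 (adjusted p of 0.137, 0.0964 and 0.0601) and LMOD3 without dense 2, dense 3 or sparse 1 (0.0604, 0.0698 and 0.0637). The count of 371 differentially expressed genes became 151 without the dense 2 library and 156 without the dense 3 library. Without all libraries of 1 number, edgeR's test called 679 genes for number 1, 0 for number 2, with 1513 at an unadjusted p under 0.05, and 14 for number 3. From the lower maturity genes and the identity genes that did not change, the paper concludes that sparse hiCMs are less mature but remain cardiac myocytes.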

**Table 1:** RNASeq results of YAP target gene expression. *FC* fold change. The comparisons are made between the first treatment (outside of the parentheses, listed first) and the second (Inside the parentheses). A fold change greater than 1 indicates in increase in gene expression in the first treatment type compared to the second, and a fold change greater than 1 indicates a decrease in gene expression in the first treatment type compared to the second. p-values were obtained as in the methods.

Gene	Sparse (Dense) FC	p-value	XMU (Dense) FC	p-value	S1P (Dense) FC	p-value	XMU (Sparse) FC	p-value	S1P (Sparse) FC	p-value
CTGF	9.01	**2.89E−13**	25.81	**2.79 E−22**	17.62	**8.25 E−24**	2.93	**0.000134**	1.97	**0.007319**
GADD45G	3.73	**0.002072**	6.56	**0.000193**	10.85	**0.000115**	1.79	0.605755	3.00	**0.038005**
CYR61	3.66	**5.95 E−05**	10.82	**1.04 E−13**	6.92	**6.18 E−14**	3.01	**0.000925**	1.91	**0.020171**
GADD45B	3.26	**9.59 E−07**	5.54	**1.41 E−08**	4.45	**0.001261**	1.74	0.126936	1.39	0.36164
GLI2	1.53	0.393604	3.82	**6.2 E−22**	2.24	0.185947	2.54	**0.004467**	1.47	0.316052
CDKN2B	2.54	0.175283	2.99	**0.000286**	2.57	0.384279	1.22	0.792722	1.01	0.983649
MYC	2.11	0.065524	3.30	**9.61 E−08**	3.98	**7.42 E−08**	1.60	0.275537	1.90	**0.012205**
VIM	1.85	**0.026872**	1.39	**0.000517**	1.68	**0.038557**	0.77	0.478305	0.92	0.7466
TEAD4	1.87	**0.015487**	1.63	**9.48 E−06**	1.68	**0.023656**	0.89	0.778883	0.91	0.679315
GPATCH4	2.18	**0.038921**	0.78	0.115272	2.01	0.357642	0.37	**0.002401**	0.93	0.87144
TXN	1.69	0.183088	1.36	**0.039324**	1.96	0.299241	0.82	0.697661	1.18	0.672179
CAV1	0.63	0.143092	0.33	**4.8 E−18**	0.62	0.135195	0.53	**0.004174**	1.00	0.99217
CAT	0.81	0.520764	0.84	0.245518	0.73	0.551213	1.06	0.871611	0.90	0.656182
TEAD1	1.08	0.904655	1.70	**3.93 E−06**	1.31	0.694522	1.61	0.246832	1.21	0.571363
AXL	0.71	0.199238	0.62	**0.000225**	0.70	0.260978	0.88	0.69564	0.99	0.962445
CCND1	1.21	0.480377	0.99	0.95182	1.15	0.630965	0.83	0.467474	0.96	0.791495
ERBB4	0.82	0.630638	0.95	0.814267	1.01	0.995008	1.18	0.703516	1.22	0.533846
WSB2	0.91	0.780978	0.81	**0.033037**	0.82	0.757739	0.90	0.726643	0.90	0.696159
LMNB2	1.12	0.807049	0.97	0.900838	1.08	0.886014	0.89	0.761298	0.97	0.88176
TNFAIP3	0.74	0.686538	0.35	**0.000508**	0.50	0.405358	0.48	0.239423	0.68	0.417583
GATA6	0.67	0.057851	0.65	**1.49 E−07**	0.68	0.083787	0.98	0.965776	1.02	0.936819
PLK2	0.72	0.112915	0.41	**2.48 E−06**	0.64	**0.002456**	0.58	0.142406	0.90	0.570129
YAP	1.00	0.998472	0.83	**0.025910**	0.97	0.959423	0.84	0.681629	0.97	0.999937
TAZ	1.36	0.720522	0.50	**0.002689**	0.55	0.126824	0.37	0.111599	0.41	0.999937
MST1	0.86	0.802404	0.95	0.870735	0.68	0.528100	1.12	0.804197	0.80	0.999937
MST2	1.19	0.640836	0.95	0.870735	1.02	0.977948	1.06	0.904359	0.86	0.999937
LATS1	0.74	0.544618	1.17	0.283387	0.95	0.947461	1.62	0.241345	1.29	0.999937
LATS2	1.00	0.999502	1.97	**1.01 E−12**	1.14	0.893674	2.01	**0.010439**	1.14	0.999937

Bold values indicate significant differences.

**Table 2:** Cardiomyocyte maturity genes.

Gene	Sparse (Dense) FC	p-value	XMU (Dense) FC	p-value	S1P (Dense) FC	p-value	XMU (Sparse) FC	p-value	S1P (Sparse) FC	p-value
KLF15	0.37	**0.001345**	0.62	**0.015381**	0.40	0.081736	1.69	0.216003	1.08	0.852327
PPARA	0.50	**0.033375**	0.69	**0.000397**	0.51	0.059213	1.42	0.404501	1.04	0.913521
RB1	0.66	0.377255	1.07	0.637022	0.80	0.801415	1.65	0.23275	1.21	0.62234
RXRA	0.67	0.183603	0.75	**0.008464**	0.66	0.090851	1.15	0.740298	1.00	0.995685
PPARGC1A	0.69	0.237739	0.46	**2.62 E−09**	0.75	0.403987	0.69	0.305008	1.10	0.703669
NUPR1	0.67	0.718043	0.03	**0.00025**	1.33	0.902237	0.05	0.065356	2.04	0.421311
PPARD	0.72	0.091847	0.88	0.254178	0.65	0.407204	1.25	0.360958	0.90	0.70345
STAT5B	0.96	0.925941	1.30	**0.005076**	0.88	0.835451	1.38	0.238056	0.92	0.749992
TP53	1.04	0.919216	0.74	**0.007432**	1.17	0.620798	0.73	0.178197	1.13	0.501919
SMARCA4	1.38	0.318031	1.07	0.563766	1.37	0.427076	0.79	0.484057	1.01	0.984053
PPARGC1B	0.57	0.118278	0.24	**3.94 E−19**	0.70	0.255304	0.43	**0.02966**	1.24	0.451305
SIRT1	0.64	0.391808	1.17	0.300566	0.70	0.460866	1.85	0.167862	1.10	0.785253
BRCA1	0.70	0.444602	0.39	**5.06 E−07**	0.68	0.240951	0.57	0.255112	0.97	0.929278
ISL1	0.70	0.72808	0.39	**0.047124**	1.27	0.832355	0.57	0.575785	1.85	0.226337
EZH2	0.95	0.925928	0.90	0.608155	0.99	0.989079	0.97	0.957506	1.04	0.872184
KLF2	1.07	0.943608	2.03	0.307754	1.36	0.80982	1.93	0.374266	1.31	0.606284
TCF7L2	1.11	0.804331	0.82	0.208738	1.40	0.432616	0.75	0.257579	1.28	0.274109
IRF3	1.22	0.675849	1.29	**0.038872**	1.26	0.749532	1.08	0.891222	1.05	0.881247
EPAS1	0.33	**1.33 E−06**	0.34	**1.38 E−16**	0.23	**0.015726**	1.04	0.945471	0.69	0.436981
STAT6	0.55	**0.006801**	0.19	**2.02 E−30**	0.37	**0.000199**	0.35	**2.87 E−05**	0.68	0.125648
HMGA1	0.71	0.242416	0.72	**0.000562**	0.74	0.087149	1.04	0.929241	1.05	0.807651
CREBBP	0.76	0.429739	0.98	0.906761	0.94	0.893223	1.32	0.408709	1.24	0.3625
RORA	0.77	0.632319	1.10	0.719185	0.81	0.681446	1.44	0.432174	1.05	0.881326
TBX5	0.81	0.516316	0.73	**0.015109**	0.88	0.818683	0.91	0.753349	1.09	0.682947
HIF1A	0.91	0.827102	0.73	**0.000624**	0.88	0.888031	0.82	0.57784	0.98	0.944643
ESRRA	0.97	0.964559	0.64	**0.001142**	0.66	0.201523	0.67	0.165544	0.69	0.080643
GATA4	0.97	0.924665	1.54	**8.22 E−09**	1.08	0.894736	1.62	**0.002196**	1.12	0.607182
MEF2C	1.07	0.85549	1.26	**0.043804**	1.51	**0.008506**	1.20	0.525246	1.42	0.054329
MYOCD	1.22	0.587856	0.84	0.148871	1.24	0.38708	0.70	0.236397	1.02	0.931564
SREBF1	0.34	**0.00046**	0.32	**1.42 E−11**	0.40	**0.00197**	0.96	0.945008	1.18	0.522472
NR2C2	0.54	0.352976	0.94	0.749191	0.62	0.730363	1.77	0.374012	1.14	0.829856
EP300	0.70	0.467532	1.15	0.234023	0.85	0.847678	1.66	0.220495	1.21	0.612428
FOXO3	0.75	0.349721	0.86	0.130914	0.78	0.216367	1.17	0.641334	1.05	0.805169
CEBPB	0.94	0.922627	0.88	0.386107	1.17	0.797417	0.96	0.952266	1.27	0.462195
AHR	0.93	0.932517	1.35	0.172625	1.00	0.998442	1.46	0.403747	1.07	0.848077
ESRRA	0.97	0.964559	0.64	**0.001142**	0.66	0.201523	0.67	0.165544	0.69	0.080643
TFAM	0.98	0.972321	0.93	0.638489	1.12	0.815031	0.96	0.925733	1.15	0.524921
TCF3	1.07	0.870547	1.03	0.829302	0.99	0.976384	0.98	0.966962	0.93	0.718576
NR4A3	1.11	0.880451	4.19	**0.042536**	2.08	0.097711	3.84	**0.020697**	1.89	**0.035762**
NFATC2	0.24	**8.81 E−07**	0.31	**4.36 E−14**	0.45	**0.01823**	1.33	0.590606	1.85	0.066561
TOB1	0.69	0.202871	0.71	**0.006508**	0.64	**0.047766**	1.05	0.921464	0.93	0.750685
CTCF	0.77	0.330234	0.91	0.388474	0.73	0.337073	1.20	0.520739	0.95	0.79525
HDAC1	0.93	0.868417	1.14	0.307232	0.80	0.595919	1.25	0.423766	0.86	0.476421
E2F6	0.98	0.964822	1.04	0.850897	0.98	0.95372	1.08	0.834633	1.00	0.980775
GMNN	1.01	0.983859	0.77	0.075827	1.04	0.948911	0.78	0.420264	1.04	0.882408
USF1	1.19	0.652289	1.01	0.9356	1.18	0.807159	0.87	0.699954	1.01	0.985944
STAT5A	1.44	0.745261	0.72	0.622383	0.71	0.869697	0.51	0.548587	0.49	0.406925
ATF3	1.39	0.496897	6.55	**0.001271**	4.69	**3.45 E−13**	4.80	**0.001356**	3.44	**3.16 E−05**

Bold values indicate significant differences.

**Table 3:** Cardiomyocyte-specific genes.

Gene	Sparse (Dense) FC	p-value	XMU (Dense) FC	p-value	S1P (Dense) FC	p-value	XMU (Sparse) FC	p-value	S1P (Sparse) FC	p-value
ACTN2	0.88	0.59668	0.91	0.278626	0.86	0.683813	1.05	0.874083	0.98	0.913769
TNNT2	1.46	0.250773	1.05	0.770643	1.37	0.735052	0.74	0.400782	0.96	0.915476

We next wanted to test if the increase in nuclear YAP ratio in sparsely-plated hiCMs was correlated with higher YAP target gene expression. Thus, we curated a list of YAP target genes from the published literature^30–32^. We then compared the expression of these genes between densely-plated and sparsely-plated hiCMs. 32% of YAP target genes had upregulated expression in sparsely-plated hiCMs compared to dense, while 68% did not change, and 0% had decreased expression. 

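CTGF and CYR61, secreted matricellular proteins widely used as readouts of YAP, rose 9.03-fold and 3.68-fold in sparse compared to dense hiCMs. TEAD4, a DNA-binding partner of YAP, rose 1.87-fold. These were the 3 of 22 YAP target genes of Table 1 (13.6%) that passed, none fell, and 14 of the 22 had higher fitted levels. Adjusted over the list alone, 8 were higher and 3 lower. More than 3 rose with DESeq2, the tool the paper names, or with the column number as a block.
CTGF (chromosome 6 of hg19) was at 226 ± 102.2 CPM (SD, n = 3) in sparse and 25.0 ± 12.5 CPM (SD, n = 3) in dense hiCMs, a log2 fold change of 3.17 (standard error 0.38, adjusted p = 0.00046 from edgeR's quasi-likelihood test). CYR61 (chromosome 1 from 86046444 to 86049645) was at 176 ± 90.3 CPM (SD, n = 3) in sparse and 47.8 ± 18.3 CPM (SD, n = 3) in dense hiCMs, a log2 fold change of 1.88 (standard error 0.36, adjusted p = 0.0106 from edgeR's test). TEAD4 (chromosome 12 from 3068496 to 3149839) had a log2 fold change of 0.90 (standard error 0.205, adjusted p = 0.0274 from edgeR's test). GADD45B, a stress-inducible growth arrest gene, and VIM, the intermediate filament vimentin, lay just outside the threshold, with log2 fold changes of 1.70 (adjusted p = 0.0538 from edgeR's test) and 0.88 (adjusted p = 0.0545 from edgeR's test). The list was higher as a set (adjusted p = 0.0223 from limma's camera, adjusted p = 0.428 with an estimated correlation), and its median log2 fold change of 0.448 became 0.296 without sparse 2 and 0.281 without all libraries numbered 2.

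**Figure D1:**
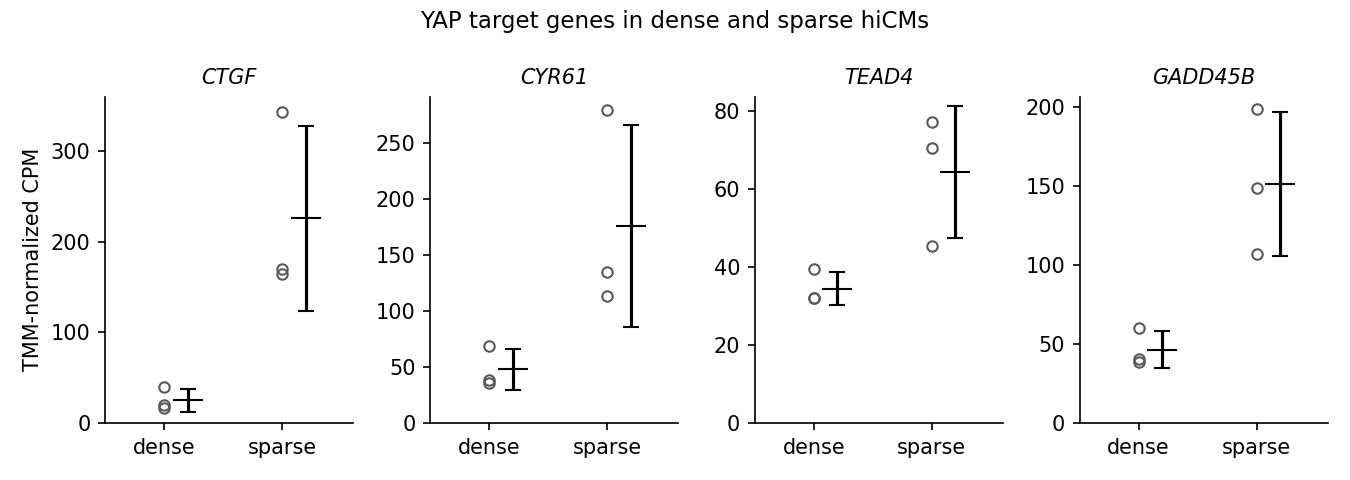
TMM-normalized CPM of CTGF, CYR61, TEAD4 and GADD45B, each on its own axis from 0. Circles are the 3 libraries of dense and of sparse hiCMs, and the bars beside them are the mean and SD. Mean CTGF was 226 CPM in sparse and 25.0 CPM in dense hiCMs, and every sparse library lies above every dense library in each of the 4 plots.

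In a separate YAP/TAZ signature of 21 measured genes, 5 rose (CTGF, CCDC80, ANKRD1, CYR61 and NUAK2) and 1 fell (F3, tissue factor), with 6 higher and 2 lower when adjusted over the list alone. CTGF and CYR61 belong to both lists. ANKRD1, a stress-responsive cardiac ankyrin repeat protein, was at 6558 ± 1166 CPM (SD, n = 3) in sparse and 1998 ± 624 CPM (SD, n = 3) in dense hiCMs. The signature was higher as a set (adjusted p = 0.012 from limma's camera, adjusted p = 0.45 with an estimated correlation). Its median log2 fold change of 0.365 became 0.165 without dense 3, 0.188, with 11 higher and 10 lower, without sparse 2, and 0.216 without all libraries numbered 2. Among 25 components of the Hippo pathway, AMOT, which binds YAP at cell junctions, rose with TEAD4 and none fell. YAP1 itself had a log2 fold change of 0.01 (standard error 0.27, adjusted p = 0.996 from edgeR's test). Transcripts of WWTR1, which encodes TAZ, and of the kinase genes STK4, STK3, LATS1 and LATS2 also did not pass. With all libraries numbered 1, 2 and 3 left out in turn, 679, 0 and 14 genes passed both thresholds between sparse and dense hiCMs. CTGF therefore did not pass both without those numbered 2. Without the dense 2 or the dense 3 library 1 YAP target passed, CTGF, since CYR61 (adjusted p of 0.0848 and 0.0835 from edgeR's test) and TEAD4 (0.192 and 0.164) did not, and without the sparse 2 library 5 passed. TEAD4 also missed the threshold without sparse 1 or 3 (0.111 and 0.11), as did AMOT without dense 1, 2 or 3 or sparse 2 (0.0567, 0.13, 0.0996 and 0.0603), NUAK2 without any library but sparse 1 (0.0624 to 0.234 for dense 1 to 3 and sparse 2 and 3) and F3 without any but dense 1 (0.0501 to 0.184 for dense 2 and 3 and sparse 1 to 3), all in edgeR's test.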

In conclusion, plating hiCMs sparsely increases YAP nuclear localization, YAP target gene expression, and ultimately, hiCM proliferation compared to densely-plated hiCMs.

### Pharmacological perturbation of the Hippo pathway affects cardiac myocyte proliferation

A loss of contact inhibition not only increased hiCM proliferation but also the nuclear YAP/total YAP ratio, consistent with the hypothesis that the Hippo pathway is involved in density-dependent hiCM proliferation. We next asked if small molecule inhibition of the Hippo pathway would further increase the proliferative potential of hiCMs plated at a low density. We turned to an MST1/2 inhibitor, XMU-MP-1, and a bioactive lipid that activates YAP, sphingosine-1-phosphate (S1P)^23,33,34^ (Fig. 3A). Both of these compounds have been shown to upregulate YAP target genes in human embryonic stem cells, mouse liver cells and human hepatoma cells^30,33^. Furthermore, S1P increases Ki67 in densely plated hiCMs but not cell count when combined with lysophosphatidic acid^23^.

**Figure 3:**
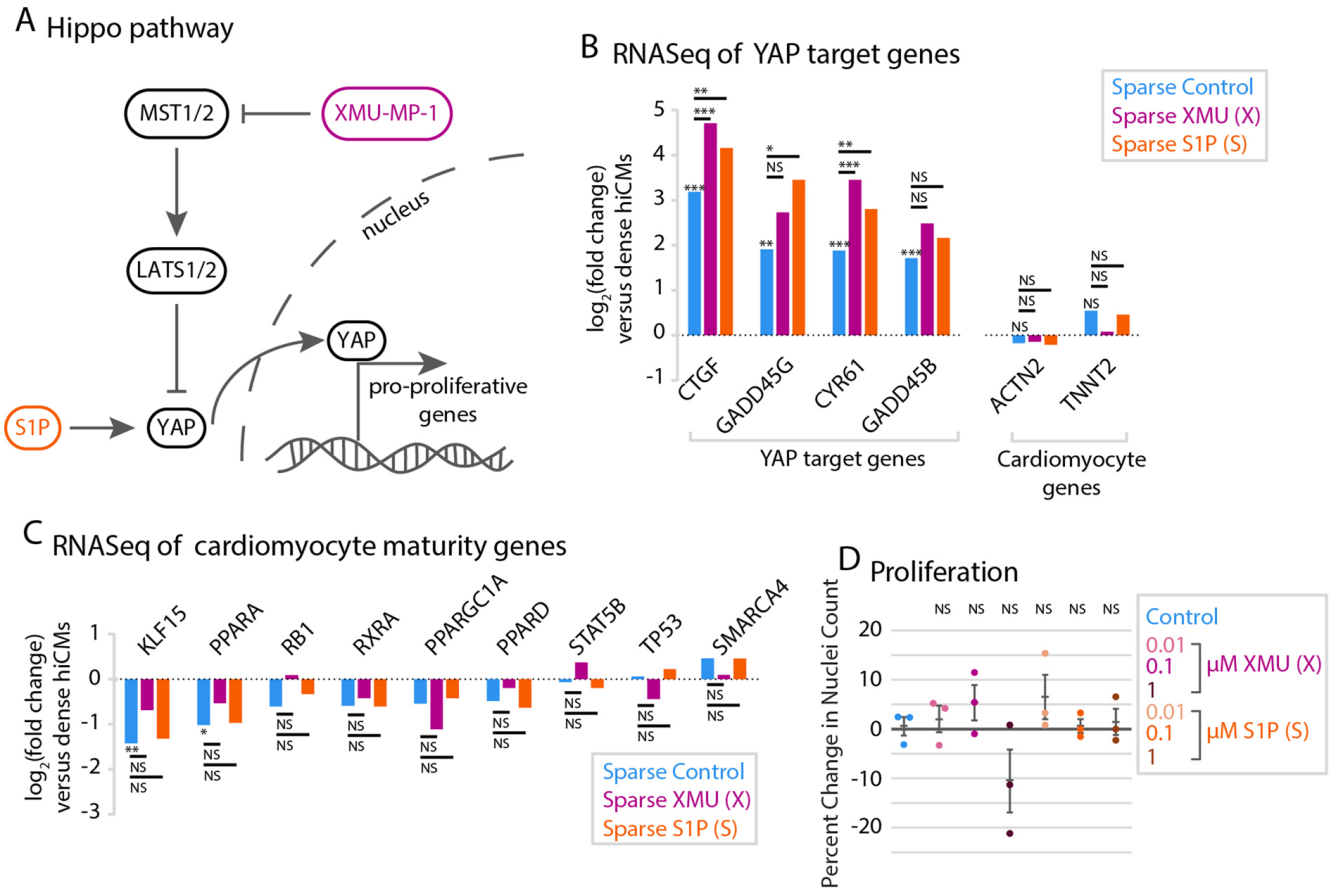
Individual pharmacological perturbation of the Hippo pathway increases YAP target genes but does not affect proliferation. (**A**) Schematic of the Hippo pathway. (**B**) RNASeq data of YAP target genes in sparse cells with treatment of 1 µM XMU-MP-1 or 1 µM S1P. A negative fold change represents a downregulation in treated cells, whereas a positive fold change represents an upregulation in treated cells. N = 300,000 cells per treatment, over 3 independent experiments and RNA preparations. Right: cardiac myocyte-specific genes do not change upon small molecule treatment. *p < 0.05, **p < 0.01, ***p < 0.001. All p-values and gene names are available in Tables 1, 2, 3. Differentially expressed genes were determined using the criteria of fold change ≥ 2 and FDR ≤ 0.05. (**C**) RNASeq data of CM-maturity genes as in (**B**). (**D**) Quantification of proliferation of control, XMU-MP-1-, and S1P-treated cells by measuring the percent change in nuclei over 48 h post-treatment. Significance determined by one-way ANOVA with a Dunnett’s post-hoc test corrected for multiple testing.

We used RNASeq analysis to test if XMU-MP-1 or S1P upregulate YAP/TAZ target genes in hiCMs, and found that YAP/TAZ target genes were indeed significantly upregulated beyond that of sparse-plating alone (Fig. 3B; Table 1). This increase in YAP target gene expression suggests that the compound-treated hiCMs are less mature than untreated sparsely-plated hiCMs. 

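After 1 µM XMU-MP-1, an inhibitor of the kinases MST1 and MST2, CTGF rose 2.87-fold and CYR61 2.96-fold over untreated sparse hiCMs. CAV1, which encodes the caveolar protein caveolin-1, fell by 0.94 on the log2 scale. After 1 µM S1P, a lipid ligand of G protein-coupled receptors, the mean levels of CTGF and CYR61 were 1.95 and 1.88 times those of untreated sparse hiCMs, and neither passed the test.
CTGF was at 648 ± 145 CPM (SD, n = 3) after XMU-MP-1 and 440 ± 38.8 CPM (SD, n = 3) after S1P. For XMU-MP-1 its log2 fold change was 1.52 (standard error 0.36, adjusted p = 0.0248 from edgeR's quasi-likelihood test). CYR61 was at 519 ± 180 CPM (SD, n = 3) after XMU-MP-1 and 331 ± 55.1 CPM (SD, n = 3) after S1P, and its log2 fold change for XMU-MP-1 was 1.56 (standard error 0.355, adjusted p = 0.0211 from edgeR's test). Of the 22 YAP target genes, 2 rose and 1 fell after XMU-MP-1, with 3 higher and 3 lower when adjusted over the list alone. After S1P none of the 22 passed in edgeR's test, and none when adjusted over the list alone. CTGF, CYR61, MYC and GADD45G were higher after S1P at an unadjusted p under 0.05 in edgeR's test, and none passed after adjustment. Of these 4 genes, DESeq2 with the column number as a block called CTGF (adjusted p = 0.0154), and edgeR without a filter on low counts called GADD45G (adjusted p = 0.000211).

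**Figure D2:**
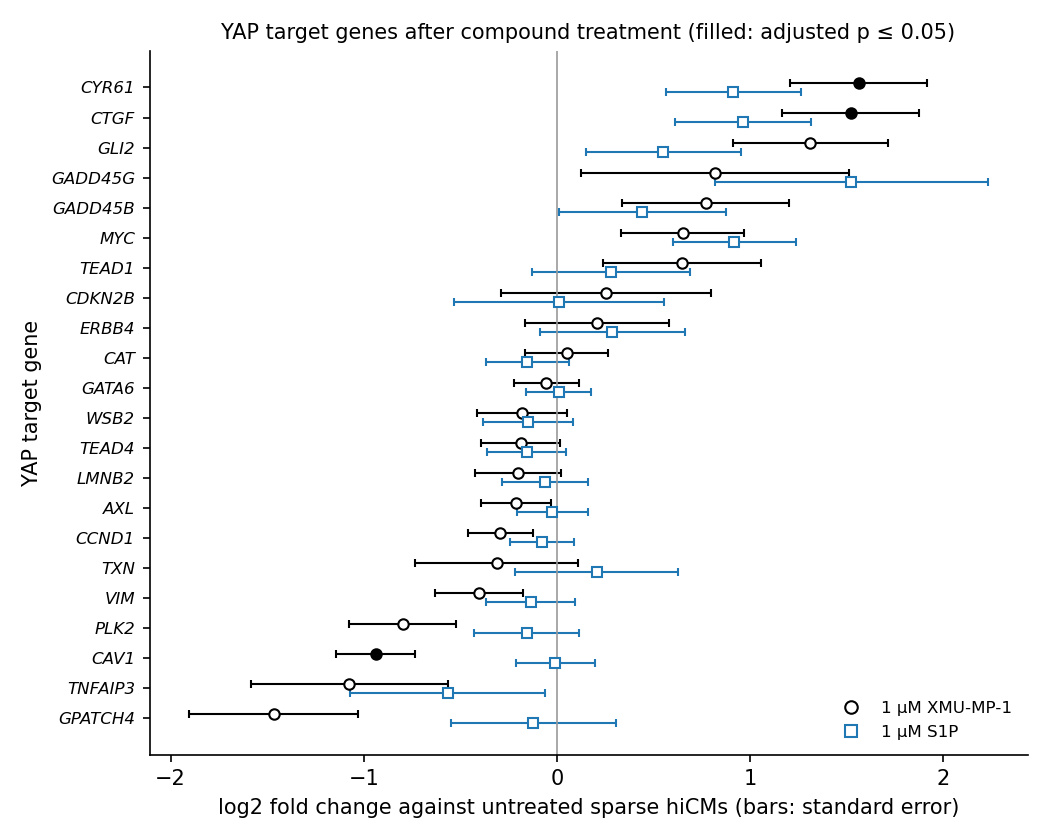
Log2 fold change of each of the 22 YAP target genes in sparse hiCMs after 1 µM XMU-MP-1 (circles) or 1 µM S1P (squares), against untreated sparse hiCMs, with standard errors as bars. Filled symbols passed an adjusted p of 0.05: CTGF and CYR61 above 0 and CAV1 below 0, all for XMU-MP-1, and none for S1P.

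Set directly against S1P, XMU-MP-1 gave log2 fold changes of 0.56 for CTGF (standard error 0.35, adjusted p = 0.451 from edgeR's test) and 0.65 for CYR61 (standard error 0.35, adjusted p = 0.376 from edgeR's test), so a difference between the compounds was not detectable for either gene. CAV1 was the 1 YAP target gene that differed between them. As a set, the YAP target genes passed neither for XMU-MP-1 (adjusted p = 0.989 from limma's camera) nor for S1P (adjusted p = 0.392 from limma's camera). Of the 21 genes of the separate YAP/TAZ signature, 3 rose after XMU-MP-1, CYR61 and CTGF among them, and 2 fell. After S1P none of the 21 passed, with 15 higher and 6 lower fitted levels. The signature passed as a set for neither compound (adjusted p = 0.363 for XMU-MP-1 and 0.268 for S1P, from limma's camera). Neither CTGF nor CYR61 passed for XMU-MP-1 in edgeR's fit to 2 groups alone. More YAP targets rose without a filter on low counts, or with the column number as a block in that fit. The XMU-MP-1 calls of CTGF and CYR61 were both lost without the sparse 2, sparse 3, XMU 1 or XMU 3 library, with 0 YAP targets up in each case and adjusted p from edgeR of 0.0567 to 0.129 for CTGF and 0.0507 to 0.128 for CYR61. CYR61 alone passed without XMU 2, where CTGF was at 0.0547, and CAV1 missed the threshold without sparse 3, XMU 1, XMU 2 or XMU 3 (0.0712, 0.0882, 0.0874 and 0.0632) and, against S1P, without XMU 1 to 3, S1P 2 or S1P 3 (0.0627 to 0.125), all in edgeR's test. From the RNASeq of these target genes, the paper concludes that both compounds upregulate YAP/TAZ target genes beyond the level of sparse plating.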

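Maturity genes moved in both directions after XMU-MP-1. STAT6, a transcription factor of cytokine signaling, fell to 4.10 ± 0.858 CPM (SD, n = 3) from 12.1 ± 1.04 CPM (SD, n = 3) in untreated sparse hiCMs. ATF3, a stress-induced transcription factor, rose to 85.8 ± 66.7 CPM (SD, n = 3) from 18.2 ± 8.00 CPM (SD, n = 3). Of the 47 maturity genes, these were the 1 that fell (2.13%) and the 1 that rose.
The log2 fold change was -1.55 for STAT6 (standard error 0.25, adjusted p = 0.0023 from edgeR's quasi-likelihood test) and 2.23 for ATF3 (standard error 0.51, adjusted p = 0.0216 from edgeR's test). PPARGC1B, a coactivator of mitochondrial gene expression, lay just outside the threshold at -1.24 (standard error 0.335, adjusted p = 0.0507 from edgeR's test) and was the second lower gene when the list alone was adjusted, where 2 were lower and 1 higher. The median log2 fold change of the list was 0.04, and the set did not pass (adjusted p = 0.93 from limma's camera). After S1P, 0 of the 47 genes passed in edgeR's test over all genes or adjusted over the list alone, 16 had lower and 31 higher fitted levels, and the set did not pass (adjusted p = 0.27 from limma's camera). STAT6 had a log2 fold change of -0.56 after S1P (unadjusted p = 0.0335 from edgeR's quasi-likelihood test across all genes). DESeq2 fitted to 2 groups gave STAT6 an unadjusted p of 0.137. In that fit ATF3 was 3.44-fold higher after S1P (unadjusted p = 3.57e-05, adjusted p = 0.928) and NR4A3 1.88-fold higher (unadjusted p = 0.04). Leaving out the XMU 1, sparse 2 or sparse 3 library ended the call of ATF3, at adjusted p of 0.145, 0.0505 and 0.0919 from edgeR's test. Without the sparse 1 or the XMU 3 library 2 maturity genes fell.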

We found that S1P treatment did not lower the expression of maturity genes compared to untreated hiCMs, whereas 4.2% of maturity genes were expressed lower after XMU-MP-1 treatment (Fig. 3C; Table 2). We then confirmed that the hiCMs were still expressing CM specific markers (Fig. 3B; Table 1). 

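The identity genes did not pass for either compound. ACTN2 was at 3067 ± 127 CPM (SD, n = 3) after XMU-MP-1 and 2917 ± 537 CPM (SD, n = 3) after S1P. TNNT2 was at 6125 ± 1266 CPM (SD, n = 3) after XMU-MP-1 and 7902 ± 6106 CPM (SD, n = 3) after S1P. Other sarcomere genes did change after XMU-MP-1, in both directions.
For XMU-MP-1 the log2 fold change was 0.04 for ACTN2 (standard error 0.17, adjusted p = 0.935 from edgeR's quasi-likelihood test) and -0.46 for TNNT2 (standard error 0.41, adjusted p = 0.59 from edgeR's test). For S1P the fold change was 0.976 for ACTN2 and 0.938 for TNNT2. Of 21 sarcomere genes, MYH6 rose after XMU-MP-1 and 3 fell, DES, MYL3 and MYL2, and the same counts passed when adjusted over the list alone. MYH6 was at 3549 ± 950 CPM (SD, n = 3), a log2 fold change of 1.72 (standard error 0.21, adjusted p = 0.000342 from edgeR's quasi-likelihood test). DES, the muscle intermediate filament desmin, was at 88.6 ± 44.7 CPM (SD, n = 3) after XMU-MP-1 and 591 ± 141 CPM (SD, n = 3) in untreated sparse hiCMs. MYL3 and MYL2, ventricular myosin light chains, had log2 fold changes of -2.91 and -1.25. The sarcomere genes were lower as a set (adjusted p = 0.0443 from limma's camera, adjusted p = 0.797 with an estimated correlation). The sparse 2 library was at or below the highest XMU library for 14 of the 21 genes, against 6 for sparse 1 and 7 for sparse 3. The list median of -0.49 became -0.32 without sparse 3 and 0.08, with 9 of 21 lower, without sparse 1, sparse 3, S1P 1 and XS 1, a setting chosen after the data were seen that leaves 1 untreated library. Set against S1P, XMU-MP-1 left MYH6 higher by a log2 fold change of 1.72 (adjusted p = 0.000434 from edgeR's test) and MYL3 lower at -2.69 (adjusted p = 0.00736 from edgeR's test). In edgeR's test MYL2 missed the threshold without sparse 1, sparse 3 or XMU 1 to 3 (adjusted p of 0.0561 to 0.221), and the MYL3 difference from S1P without XMU 1 or XMU 2 (0.0538 and 0.0647). Under voom with sample weights, chosen after the data were seen, TNNT2 passed as lower for XMU-MP-1 at -0.66 (adjusted p = 0.0161) and for S1P (adjusted p = 0.0222).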

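XMU-MP-1 upregulated 118 and downregulated 450 genes in sparse hiCMs, among them SLC27A6, CD36, LPL and FABP3 of the fatty acid oxidation list and fibroblast markers that fell and immediate early genes that rose. For S1P, 0 genes passed both thresholds in edgeR's test, with 583 at an unadjusted p under 0.05. DESeq2 called 1 gene for S1P, 0 when fitted to the 2 groups alone and 57 with the column number as a block, and voom with sample weights, chosen after the data were seen, called 462. Between the 2 compounds at 1 µM, 53 genes were higher and 352 lower after XMU-MP-1 than after S1P.
All 29 nuclear genes of oxidative phosphorylation had lower fitted levels after XMU-MP-1, with a median log2 fold change of -0.79, and 1 passed, SDHA, a subunit of succinate dehydrogenase. Adjusted over the list alone, 11 were lower. The set passed (adjusted p = 3.16e-07 from limma's camera, adjusted p = 0.677 with an estimated correlation). The sparse 2 library stood apart on this list, as the lowest of the sparse libraries for 26 of the 29 genes and at or below the highest XMU library for 14, against 2 for sparse 1 and 2 for sparse 3. Without sparse 1, sparse 3, S1P 1 and XS 1, the libraries with the lowest share of counts from long genes, a setting chosen after the data were seen that leaves sparse 2 as the 1 untreated library, 19 of the 29 were lower with a median of -0.13, and the median of the fatty acid oxidation list went from -0.41 to -0.20. Of 24 genes of fatty acid oxidation, 4 fell and none rose, with 5 lower when adjusted over the list alone. Of these 4, SLC27A6 and CD36 take up fatty acids, LPL releases them from lipoproteins and FABP3 binds them in the cytosol. SLC27A6 was at 33.7 ± 8.86 CPM (SD, n = 3) after XMU-MP-1 and 164 ± 47.4 CPM (SD, n = 3) in untreated sparse hiCMs. The set passed (adjusted p = 0.000546 from limma's camera, adjusted p = 0.428 with an estimated correlation). Of 16 glycolysis genes, 5 fell (ALDOC, LDHA, PKM, PGAM1 and GPI) and none rose, 7 when adjusted over the list alone. In edgeR's test SDHA, FABP3, PKM and GPI missed the threshold without sparse 1, sparse 3 or any of XMU 1 to 3 (adjusted p of 0.111 to 0.228, 0.0702 to 0.214, 0.0599 to 0.137 and 0.127 to 0.212), PGAM1 without sparse 1 or any of XMU 1 to 3 (0.0901 to 0.152) and LPL without XMU 1 or 2 (0.0807 and 0.0656). The glycolysis set passed as well (adjusted p = 0.00235 from limma's camera, adjusted p = 0.491 with an estimated correlation).
Of 18 immediate early genes, NR4A1, ATF3, EGR3 and ZFP36 rose and none fell, and 8 were higher when adjusted over the list alone (set adjusted p = 1.03e-05 from limma's camera, adjusted p = 0.496 with an estimated correlation). In each of the 5 groups the library numbered 1 had the highest levels of FOS, FOSB, EGR1 and JUNB, immediate early genes named after their values were seen. FOS was at 136, 0.346 and 1.70 CPM in sparse 1, 2 and 3 and at 467.5, 51.25 and 22.0 CPM in XMU 1, 2 and 3. The list median of 1.57 became 0.675 without XMU 1. Of 7 measured fibroblast markers, 5 fell and none rose, also when adjusted over the list alone (set adjusted p = 2.46e-05 from limma's camera, adjusted p = 0.0796 with an estimated correlation). DDR2, a collagen receptor, was at 0.950 ± 0.463 CPM (SD, n = 3) after XMU-MP-1 and 9.70 ± 5.35 CPM (SD, n = 3) in untreated sparse hiCMs. Also in edgeR's test, EGR3, ZFP36, NR4A1, PDGFRA, PDGFRB, COL1A1 and MFAP5 lost their calls without 1 library: EGR3 and PDGFRB without sparse 2, sparse 3 or XMU 1 to 3 (adjusted p of 0.0665 to 0.213 and 0.0561 to 0.152), ZFP36 without sparse 2, sparse 3, XMU 1 or XMU 3 (0.0818 to 0.277), NR4A1 without sparse 3 or XMU 1 (0.0652 and 0.0584), PDGFRA without sparse 1, sparse 3, XMU 1 or XMU 3 (0.067 to 0.144), COL1A1 without XMU 1 or 2 (0.0507 and 0.054) and MFAP5 without XMU 2 (0.0659). CASQ2, the calcium buffer of the sarcoplasmic reticulum, and HRC, a histidine-rich calcium-binding protein of the same compartment, fell among 21 genes of calcium handling and ion channels, with 4 lower when adjusted over the list alone (set adjusted p = 0.0345 from limma's camera, adjusted p = 0.811 with an estimated correlation). The list median of -0.298 became -0.451 without sparse 3, -0.475 without XMU 3, and -0.135 and -0.579 without all libraries numbered 1 or 3. CASQ2 had a log2 fold change of -3.25 (standard error 0.44, adjusted p = 0.000725 from edgeR's quasi-likelihood test).
SULT1E1, an estrogen sulfotransferase, was at 0.859 ± 0.975 CPM (SD, n = 3) after XMU-MP-1 and 82.5 ± 14.2 CPM (SD, n = 3) in untreated sparse hiCMs. POSTN, the matrix protein periostin, was at 0.930 ± 0.567 CPM (SD, n = 3) after XMU-MP-1 and 38.1 ± 13.5 CPM (SD, n = 3) without it, and SLC35D3, BBOX1, DAND5 and the calcium channel gene CACNA1S were also among the 10 largest falls. GPR50, SEMA3G, SGK223, ATP1B4, the integrin gene ITGA2 and PDLIM3 were among the 10 largest rises, with genes ranked as for sparse against dense. SEMA3G missed the threshold without sparse 1, sparse 3 or XMU 1 (adjusted p of 0.0619, 0.0536 and 0.0622 from edgeR's test) and ITGA2 without sparse 1 or XMU 1 to 3 (0.0623 to 0.109). Against S1P, XMU-MP-1 lowered POSTN (log2 fold change -5.25, adjusted p = 6.89e-05 from edgeR's test) and CD36 (-2.93, adjusted p = 0.00229 from edgeR's test).
With S1P, 16 of 18 immediate early genes had higher fitted levels (median log2 fold change 0.78), 0 passed singly and 3 passed when adjusted over the list alone (set adjusted p = 1.03e-05 from limma's camera, adjusted p = 0.496 with an estimated correlation). Here too the library numbered 1 stood apart, with FOS at 196.5, 32.1 and 4.25 CPM in S1P 1, 2 and 3, and the list median became 0.495 without S1P 1 and 1.31 without sparse 1. Genes longer than 6657.5 bases took 26.8%, 35.8% and 26.8% of the counts in the sparse 1, 2 and 3 libraries, 30.5%, 34.3% and 32.7% in XMU and 24.8%, 33.3% and 32.6% in S1P, so this share differed between libraries within the sparse and S1P groups. The 568 differentially expressed genes for XMU-MP-1 became 252 without the XMU 1 and 223 without the XMU 2 library, and 951 without sparse 3 and S1P 1, a setting chosen after the data were seen. The 405 genes that differed between the compounds became 137 without the XMU 1 and 141 without the XMU 2 library. Without all libraries numbered 2 or 3, the counts were 29 and 114 for XMU-MP-1 and 3 and 60 between the compounds. In fits to 2 groups alone they were 333 for XMU-MP-1 and 17 between the compounds. With the column number as a block in those fits they were 512 and 0. With that block in the fit to all libraries they were 666 and 462.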

Taken together, our data indicates that XMU-MP-1 or S1P treatment causes an upregulation of YAP/TAZ target genes with minor effects on maturity of hiCMs.

Despite an upregulation in YAP/TAZ target genes, we found that neither XMU-MP-1 nor S1P alone increased proliferation by hiCM count (Fig. 3D). The result that XMU-MP-1 or S1P failed to induce proliferation was not surprising, as previous studies have postulated that combinations of multiple genetic or pharmacological factors are required to induce cardiac myocyte proliferation both in vitro and in vivo^35,36^. Therefore, we performed a combinatorial screen to determine if combining XMU-MP-1 and S1P induced proliferation of hiCMs. We started by testing which combination of concentrations was most effective to induce hiCMs to reenter the cell cycle using BrdU incorporation (Fig. 4A). We found that adding 0.1 µM of each compound to hiCMs significantly increased the percent of BrdU-positive hiCMs when sparsely-plated (Fig. 4B). We then found that this combination significantly increased hiCM-proliferation by counting nuclei over time (Fig. 4C). We found that using 0.1 µM of both XMU-MP-1 and S1P also decreased phospho-YAP, which indicated a reduction in the inactivation of YAP (Fig. 4D–F).

**Figure 4:**
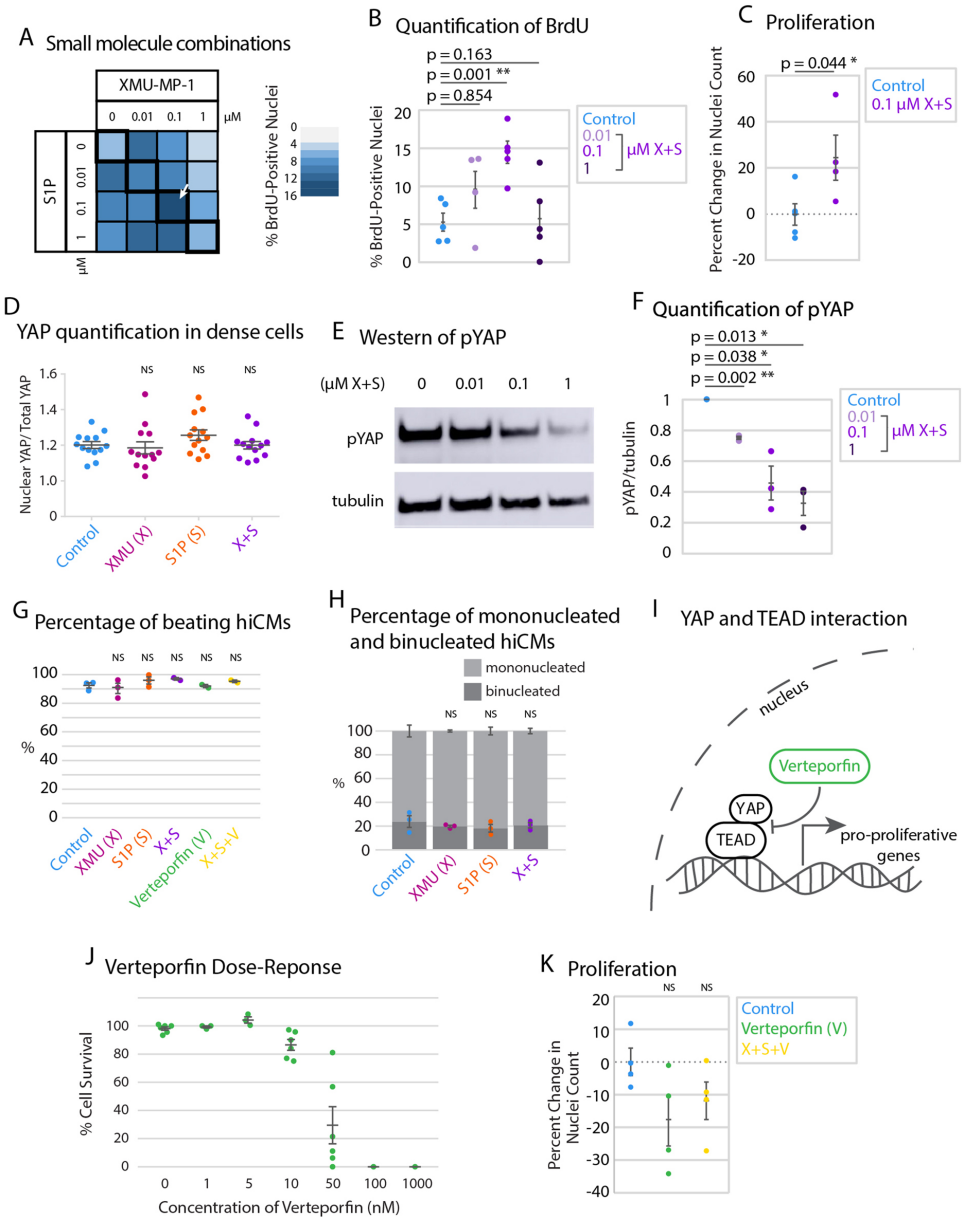
Combination of XMU-MP-1 and S1P increases cardiac myocyte proliferation. (**A**) Heat map showing percentage of BrdU-positive nuclei in a preliminary screen of combinatorial treatment of hiCMs with XMU-MP-1 and S1P. N = 8393 cells from 5 independent experiments. (**B**) BrdU+ datapoints from black outlined diagonal center boxes from heat map. N = 2229 cells from 5 independent experiments. (**C**) Proliferation of control hiCMs or 0.1 µM XMU-MP-1 and 0.1 µM S1P-treated cells measured by counting nuclei over 48 h. N = 17,318 DMSO-treated cells and 16,234 XS-treated cells from 4 independent experiments. Significance determined by two-tailed paired Student’s *t* test. (**D**) Western blot of hiCMs treated with various concentrations of both XMU-MP-1 and S1P. pYAP: phosphorylated YAP (see Figure S1F,G for the entire blot). (**E**) pYAP amount in hiCMs measured by western blot normalized to tubulin (N = 3 independent experiments). (**F**) The compounds XMU-MP-1, S1P, and Verteporfin do not affect the percentage of beating hiCMs at the doses given (1 µM for XMU-MP-1 and S1P, 0.1 µM for XMU-MP-1 and S1P combined, and 10 nM Verteporfin. In last row, 0.1 µM of XMU-MP-1 and S1P were combined with 10 nM Verteporfin). (**G**) The compounds XMU-MP-1 and S1P do not affect the percentage of binucleated and mononucleated hiCMs at the same doses as (**F**). (**H**) Schematic of YAP’s downstream transcriptional regulation and interaction with TEAD. (**I**) Verteporfin dose response to detect which concentration of Verteporfin inhibited hiCM proliferation, but did not lead to massive cell death. (**J**) Proliferation of control hiCMs compared to 0.01 µM Verteporfin, or 0.01 µM Verteporfin, 0.1 µM S1P, and 0.1 µM XMU-MP-1-treated hiCMs. N = 1257 cells from 4 independent experiments. (**K**) Proliferation of control hiCMs compared to 0.01 µM Verteporfin, or 0.01 µM Verteporfin and 0.1 µM S1P, and 0.1 µM XMU-MP-1-treated hiCMs. Significance determined by one-way ANOVA with a Dunnett’s post-hoc test correcting for multiple testing for panels (**B**), (**E**), (**F**), (**G**), and (**J**).

It is important to confirm that these proliferative hiCMs are functionally beating upon treatment of XMU-MP-1 and S1P. Therefore, we measured the percentage of beating hiCMs upon sparse plating and treatment of XMU-MP-1, S1P, or both, and found no significant difference (Fig. 4G). Further, it is important to consider that both cytokinetic cell division and binucleation are potential outcomes of increasing overall proliferation of cells. We measured the percentage of binucleated hiCMs upon sparse plating and treatment of XMU-MP-1, S1P, or both, and found no significant difference (Fig. 4H). In this case, it is presumed that proliferation appears to be induced overall, but the balance between the potential outcomes of cell division and binucleation are not changed, and both outcomes are occurring. These results agree with past research inducing hiCMs to divide, showing both binucleation and cell division as outcomes^21^.

Finally, to further confirm that XMU-MP-1 and S1P were acting through the Hippo pathway, we turned to Verteporfin, which inhibits the interaction of YAP with transcription factor TEAD^37^ (Fig. 4I). For this experiment we chose 0.01 µM of Verteporfin, which is the highest concentration that did not result in the death of hiCMs (Fig. 4J). We found that Verteporfin masked the effect of the combination of XMU-MP-1 and S1P combination on proliferation (Fig. 4K) without affecting the percentage of beating hiCMs (Fig. 4G). This result further suggests that the increase in proliferation of hiCMs with XMU-MP-1 combined with S1P is through the Hippo pathway.

## Discussion

Taken together, we show that the density at which hiCMs are plated affects proliferative capacity, and that this proliferative capacity is regulated at least in part by the Hippo pathway. Further, we modulate the proliferative capacity by scratching a monolayer of cells to induce cells at the scratch periphery to divide, and induce division of sparsely-plated hiCMs by dual inhibition of the Hippo pathway. These experiments were completed using hiCMs, a model system of developmentally immature cells that both divide and binucleate, providing an ideal model for studying cardiomyocyte division. This is an alternative approach to using isolated primary cardiomyocytes from adult rats or mice, which are unsuitable to the experiments we use here. While primary cardiomyocytes are powerful tools, creating dense monolayer is technically challenging. In addition, primary cardiomyocytes only last a few days in culture and are more representative of modeling cell death^38^. Therefore, it is difficult to do contact inhibition studies and proliferative studies in these cell types. As we show here, hiCMs are well suited for these types of studies^21^.

It is not surprising that XMU-MP-1 itself did not increase CM proliferation, as a recent study found that XMU-MP-1 in an intact heart did not increase Ki67 staining^39^. Based on Ki67 staining, recent data has also suggested that inhibiting the Hippo pathway with a single compound in combination with perturbation of another cell cycle pathway (i.e., the Wnt pathway) could be an effective approach to increasing CM proliferation^35^. Here, we show that it is possible to have a combinatorial effect on CM proliferation by only targeting the Hippo pathway. Modulation of the Hippo pathway at two different levels was required to get a proliferative response. This could be part of a new direction for combinatorial therapy, where multiple pathways are each modulated at multiple levels.

There are several other pathways that drive CM proliferation. A recent study suggests the neuregulin receptor, ERBB2, activates YAP in an ERK-dependent manner^40^. The role of ERK signaling in cardiomyocyte proliferation and its crosstalk with the Hippo pathway would constitute an interesting future study. Furthermore, the signaling role that cell–cell adhesions and junctions themselves play in the cardiac regenerative response seems to merge on these pathways. Regenerating cardiac myocytes undergo junction dissolution, and it has been shown that displaced alpha-catenin activates YAP in epidermal cells^15^. Finally, increasing YAP and TAZ activity is likely to have benefits in the heart other than increasing cardiac myocyte proliferation. For example, YAP and TAZ in the epicardium was shown to induce recruitment of T-regulatory cells to the infarcted myocardium. Thus, YAP and TAZ may have the ability to regulate the adaptive immune response and decreasing post-infarct inflammation and myocardial fibrosis^41^.

Finally, our work also has implications in the context of a myocardial infarction. In the developed heart, a myocardial infarction results in massive CM death and the remaining CMs do not proliferate^42^. After a myocardial infarct, there is a reduction in cell density at the infarct zone with an increase in cell cycling shown by Ki67 fluorescence^43^. However, it has been shown that the proliferative cells in the infarct region appear to mostly undergo polyploidization and endomitosis, indicating that there is a reduction in contact inhibition but there is also still a barrier to true cytokinetic proliferation in this region. Interestingly, YAP is primarily nuclear in the border zone 21 days post-cardiac apex resection, but only in *Salv* CKO animals^44^. If an ideal treatment for a cardiac infarction existed, it would only induce proliferation at the infarct site where cell–cell contact is reduced. Global induction of proliferation could induce undesired side effects (e.g. tumor formation). As such, targeting pathways which respond preferentially when contact inhibition is lost could be a useful therapeutic direction. Here, we show that targeting the Hippo pathway can increase proliferation in the context of a loss of contact inhibition.

## Materials and methods

### Key resources

**Table:** 

Reagent or resource	Source	Identifier
**Antibodies**		
Mouse-anti-α-actinin-2	Sigma	A7811 Clone: EA53
Mouse anti-β-catenin	BD Biosciences	610153
Rabbit-anti-YAP	Cell Signaling Technologies	14074T
Rabbit-anti-phosphoYAP	Cell Signaling Technologies	13008S
Mouse-anti-α-tubulin	Sigma	B512 Clone: DM1α
Rabbit-anti-Ki67	Cell Signaling Technologies	9129S
Mouse-anti-BrdU	Cell Signaling Technologies	5292
Mouse-anti-TroponinT	Developmental Studies Hybridoma Bank	CT3
Goat anti-mouse 488	LifeTechnologies	A11001
Goat anti-rabbit 488	LifeTechnologies	A11034
Goat anti-mouse 568	LifeTechnologies	A11004
Goat anti-rabbit 568	LifeTechnologies	A11036
Goat anti-mouse HRP	LifeTechnologies	62-6520
Goat anti-rabbit HRP	LifeTechnologies	65-6120
**Biological samples**		
Cardiac myocytes^2^	Cellular Dynamics	CMC-100-012-000.5
Bovine Serum Albumin	RPI	A30075-100.0
**Chemicals, peptides, and recombinant proteins**		
NucLight Rapid Red	Essen Biosciences	4717
Vectashield with DAPI	Vector	H-1200
Cardiac myocyte Plating Medium	Cellular Dynamics	M1001
Cardiac myocyte Maintenance Medium	Cellular Dynamics	M1003
PBS, 10 ×, Ca^2+^/Mg^2+^ free	Gibco	70011-044
Paraformaldehyde, 16%	Electron Microscopy Sciences	15710
PBS, 10 ×, with Ca^2+^/Mg^2+^	Corning	46-013-CM
0.5% Trypsin	Gibco	15400-054
0.1% Gelatin	Sigma	ES-006-B
Dimethyl Sulfoxide	Sigma	276855
Triton X-100	Fisher Scientific	BP151100
Fibronectin	Corning	354008
BrdU	Abcam	Ab142567
XMU-MP-1	SelleckChem	S8834
S1P	Apex Bio	B6707
Methanol	Fisher Scientific	A452SK-1
Verteporfin	Sigma	SML0534
Premo FUCCI Cell Cycle Sensor	Invitrogen	P36238
**Software and Algorithms**		
FIJI/ImageJ	NIH, Open Source	
Incucyte analysis software	Essen Biosciences	
MATLAB	MathWorks	

### Cardiac myocyte culture and chemicals

iPSC-derived human cardiac myocytes (hiCMs, Cellular Dynamics, Madison, WI) were seeded as per manufacturer’s instructions in cardiac myocyte plating medium (M1001, Cellular Dynamics, Madison, WI) in polystyrene 96-well cell culture plates coated in 0.1% sterile gelatin (ES-006-B, Sigma Aldrich, St. Louis, MO). Approximately 50,000 cells were seeded for dense plating and 6250 cells for sparse plating (1:8), and were subsequently cultured in cardiac myocyte maintenance medium (M1003, Cellular Dynamics, Madison, WI). These cells are verified by Cellular Dynamics (Madison, WI), and each vial of cells is tested at the company for purity by cTNT+ cells using flow cytometry (over 99% pure), identity using SNP genotyping, mycoplasma testing by PCR, sterility testing by 21 CFR 610.12, MEA functionality testing by field potential duration and beating rate, and viability by trypan blue exclusion. We further characterized these cells in Neininger et al., 2019, in which we determined that fewer than 1 in 50,000 cells were actinin2-negative^21^.

Cells were kept at 37 °C and 5% CO_2_. For re-plating experiments, hiCMs were washed 2 × with 100 μL 1 × PBS with no Ca^2+^/Mg2^2+^ (PBS*, 70011-044, Gibco, Grand Island, NY). PBS* was completely removed from hiCMs and 40 μL 0.1% Trypsin–EDTA with no phenol red (15400-054, Gibco, Grand Island, NY) was added to hiCMs and placed at 37 °C for 2 min. Following incubation, culture dish was washed 3 × with trypsin inside well, rotated 180°, and washed another 3 ×. Trypsinization was then quenched by adding 120 µL of culture media and total cell mixture was placed into a 1.5 mL Eppendorf tube. Cells were spun at 1000*g* for 3 min, and supernatant was aspirated. Cells were then re-suspended in 200 μL of culture media and plated into 2 wells, 100 μL each, on a standard polystyrene 96-well cell culture plate (3599, Corning, Corning, NY) previously coated with 10 μg/mL Fibronectin (#354008, Corning, Mannassas, VA) for 1 h at 37 °C.

XMU-MP-1 (S8334, Selleck Chemicals, Houston, TX) and Verteporfin (SML0534, Sigma Aldrich, St. Louis, MO) were reconstituted to 10 mM in DMSO. S1P (B6707, Apex Bio, Houston, TX) was reconstituted to 10 mM in methanol. When adding drugs to the cells, they were first diluted 1:10 in DMSO then to the appropriate concentration in cardiac myocyte maintenance medium. NucLight Rapid Red Reagent (4717, Essen BioScience, Ann Arbor, MI) was used at a 1:4000 dilution in cell culture media.

### Fixation and immunostaining

Cells were fixed with 4% paraformaldehyde (PFA, 15710, Electron Microscopy Sciences, Hatfield, PA) diluted form 16% in PBS at room temperature for 20 min, then extracted for 5 min with 1% Triton X-100 (BP151100, Fischer Scientific, Suwanee, GA) and 4% PFA in PBS. Cells were washed three times in 1 × PBS. After fixation, the following labeling procedures were used: for immunofluorescence experiments, cells were blocked in 10% bovine serum albumin (BSA) in PBS for 20 min. Primary antibodies were diluted in 10% BSA. All primary antibodies were used at 1:200 for 1 h and 45 min at room temperature. Secondary antibodies were diluted in 10% BSA at 1:100 and centrifuged at 13,000 rpm for 2 min before use at room temperature for 1 h.

Mouse anti-β-catenin was purchased from BD Biosciences (610153). Rabbit anti-Ki67 (9129S) and Rabbit anti-YAP (14074T) were purchased from Cellular Signaling Technologies (Danvers, MA). Mouse anti-actinin-2 (a7811) was purchased from Sigma Aldrich (St. Louis, MO). Rabbit anti-phosphoYAP (13008S) was purchased from Cellular Signaling Technologies (Danvers, MA). Mouse anti-BrdU (5292S) was purchased from Cellular Signaling Technologies (Danvers, MA). Alexa Fluor 488-goat anti-mouse (A11029), Alexa Fluor 488-goat anti-rabbit (A11034), Alexa Fluor 568-goat anti-rabbit (A11011), and Alexa Fluor 568-goat anti-mouse (A11004) antibodies were purchased from Life Technologies (Grand Island, NY).

BrdU (ab142567, abcam, Cambridge, UK) was reconstituted to 10 mM in water, then to 10 µM in cardiomyocyte maintenance medium and filtered through a 0.22 µm syringe filter. Cells were incubated with each compound and BrdU for 24 h, then fixed and permeabilized as above. Then, to hydrolyze DNA, cells were incubated with 1 M HCl for an hour at room temperature, then neutralized with 0.1 M sodium borate (pH 8.5) for 20 min at room temperature. Next, cells were washed with PBS and immunostaining continued as usual.

### Scratch assay

Scratches in 10 mm dishes were done by hand with a 10 µL pipette tip. Scratches in 96-well cell culture polystyrene plates were done using a 200 µL pipette tip and a custom plate lid produced by A.C.N. with a slot designed to guide the pipette tip straight across the well. Media was replaced with media containing NucLight Rapid Red Reagent immediately after scratching and every two days afterward until fixation at specified time points.

### Western blotting

Cell lysates were prepared by lysing 50,000 cardiac myocytes with CellLytic (Sigma, St. Louis, MO, #C2978) with 1% protease inhibitor cocktail (P8340, Sigma Aldrich, St. Louis, MO). Gel samples were prepared by mixing cell lysates with LDS sample buffer (Life Technologies, #NP0007) and Sample Reducing Buffer (Life Technologies, #NP00009) and boiled at 95 °C for 5 min. Samples were resolved on Bolt 4–12% gradient Bis–Tris gels (Life Technologies, #NW04120BOX). Protein bands were blotted onto a nylon membrane (Perkin Elmer, Boston MA, NBA085C001EA) with western blotting filter paper (ThermoFisher Scientific, Rockford, IL, #84783). Blots were blocked using 5% nonfat dairy milk (Research Products International Corp, Mt. Prospect, IL, #M17200) in TBST (TBS: Corning, Mannassas, VA, #46-012-CM. Tween20: Sigma, St. Louis, MO, #P9416). Antibody incubations were also performed in 5% NFDM in TBST. Blots were developed using the Immobilon Chemiluminescence Kit (Millipore, #WBKLS0500).

### Statistics and quantification

Total YAP was measured in FIJI (ImageJ, NIH, Bethesda, MD) by drawing a polygonal ROI around a cell using a 20 × IncuCyte image stained for B-catenin to mark cell boundaries, and measuring average fluorescence intensity. Nuclear YAP was measured in FIJI by drawing a Bezier ROI around a nucleus using a 20 × IncuCyte image stained for YAP and measuring average fluorescence intensity. Fit of nuclear YAP/total YAP graph in Fig. 1D was determined using the curve fitting toolbox in MatLab (MathWorks, Natick, MA).

Nuclear fold change was determined by thresholding live-cell whole-well 4 × stitches with NucLight Rapid Red Reagent, a live-cell nuclear marker. Thresholding was done using the IncuCyte software (Essen Biosciences, Ann Arbor, MI) and a TopHat Background subtraction using a 20 µM rolling ball. Images were acquired and nuclei counted every hour for specified time points. Nuclei count at the final time point was divided by nuclei count at the first time point and normalized to the average nuclear fold change of cells in control conditions on the same plate.

Statistical significance of Fig. 2D,F were determined by unpaired two-tailed Student’s *t* tests performed in Excel. Statistical significance of Figs. 2B and 4C were determined by paired two-tailed Student’s *t* tests performed in Excel. Statistical significance of Figs. 3D, 4B,E–G,J were determined by one-way ANOVA with a Dunnett’s post-hoc test correcting for multiple testing when applicable performed in GraphPad Prism. Each experiment was performed a minimum of 3 times and the mean of the independent experiments and standard error of the mean (SEM) are displayed.

### RNA sequencing

Cell pellets of 100,000 cells were prepared and RNA was extracted using the RNeasy Mini Kit (Qiagen, #74104). Stranded mRNA (polyA-selected) library preparation was completed by the VANTAGE core at Vanderbilt University. Sequencing was done with an Illumina NovaSeq6000 (S4) PE150. Reads were mapped to reference genome using STAR and differential analyses were performed using DESeq2. Differentially expressed genes were determined using the criteria of fold change ≥ 2 and FDR ≤ 0.05. YAP target genes and cardiac myocyte maturity genes were determined from literature and are listed below. Datasets will be uploaded to a public database. N = 3 for each condition, in that each cell treatment and RNA preparation was done three separate times using three separate purchased vials of cells.

## Supplementary Information

Supplementary Figure S1.

# Supplementary material for: The Hippo pathway regulates density-dependent proliferation of iPSC-derived cardiac myocytes
**Source:** Sci Rep. 2021 Sep 7;11:17759. doi: 10.1038/s41598-021-97133-6
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

## Supplemental Material

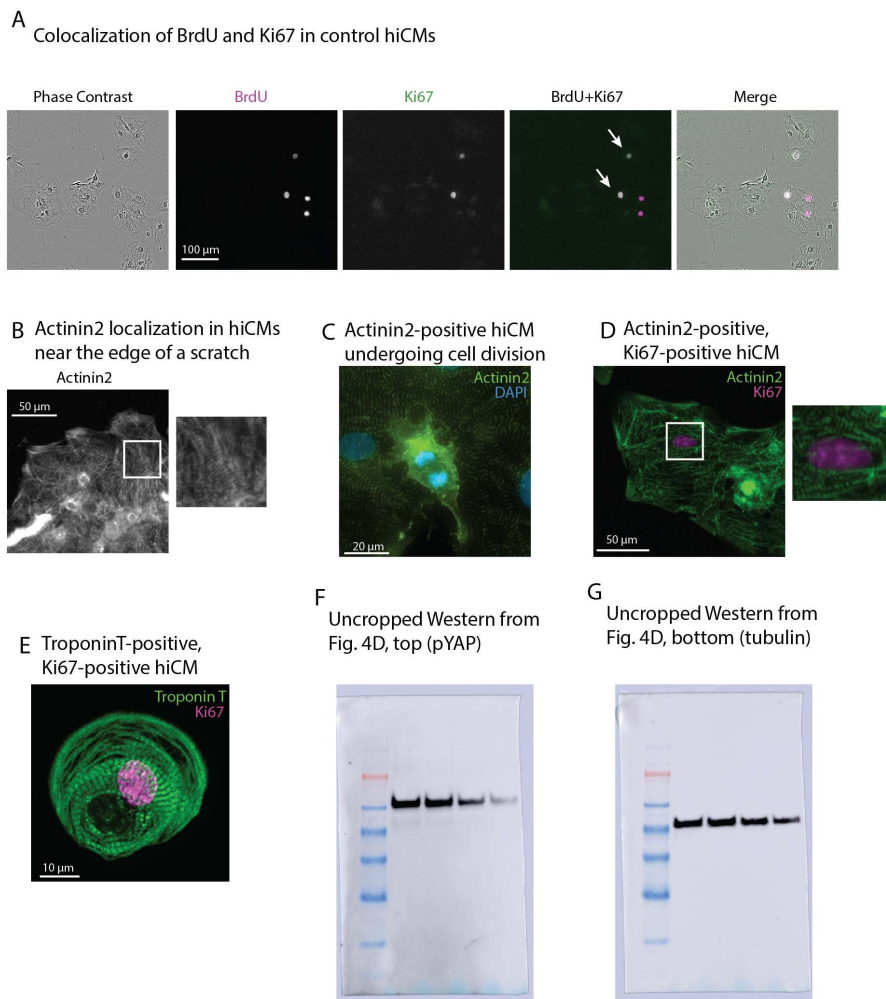

**Figure S1**

A) Colocalization of BrdU and Ki67 in control, sparsely-plated hiCMs. Phase contrast data shows that Ki67 and BrdU localize to nuclei in cardiac myocytes. B) Actinin2 localization in cardiac myocytes at the edge of a scratch, showing that cells at the edge of the scratch have sarcomeres. C) Actinin2 localization in a dividing cardiac myocyte, showing that dividing cells are actinin2-positive. D) Actinin2 and Ki67 localization in control cardiac myocytes, showing that Ki67-positive cells are actinin2-positive. E) TroponinT and Ki67 localization in control cardiac myocytes. F-G) Uncropped western blots from Figure 4. The ladder on the left of the blot is the SeeBlue Plus 2 standard from Invitrogen (Cat # LC5925).

How the deposited data were processed for this re-analysis (not part of the article)

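RNASeq of hiCMs was analysed for 5 groups of 3 libraries: dense, sparse, and sparse with XMU-MP-1, with S1P or with both (XS). The authors aligned the reads with STAR and deposited gene counts as raw counts, according to the paper and the submitters' processing notes, which also name cutadapt and hg19 but no versions. The counting program, its strand setting and its annotation are not given in the sources used here, and genes without counts in any column are absent from the table. Another 9 columns of the table match no described sample and were not used. The columns read as S1P carry the letter I in place of the digit. Of 36512 genes, 393 symbols sit on more than 1 feature, and PGK1, TPI1, PECAM1 and IER3 have at most 10 counts over all 15 libraries, so nothing is concluded from them.
The counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr with the condition as group, glmQLFit and glmQLFTest), with 16459 genes tested, 10 residual degrees of freedom and a common dispersion of 0.128. Standard errors of log2 fold changes are the log2 fold change divided by the square root of the F statistic. Levels are TMM-normalized CPM. The 8 comparisons are the 5 of the paper's tables, XS against sparse and against dense, and XMU-MP-1 against S1P. The 33 gene lists (the paper's YAP target, maturity, identity and Hippo genes and lists of pathways and cell types) were written before the data were examined, as were the comparisons, tests and the alternatives not named as chosen later. The genes of the paper's tables were known with the paper's values. Lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over 264 tests, of which 65 passed. None passed with an estimated correlation. The genes named are those of the paper's tables, the called members of lists, and from the 10 largest rises and 10 largest falls among genes past both thresholds with a mean of at least 1 CPM over all 15 libraries and the same direction in all 3 same-numbered pairs, of which the text names some.
Alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no filter on low counts (33827 genes), a mean of at least 1 CPM (13123 genes), fits to 2 groups alone, the column number as a block, leaving out each library or each column number, and adjustment over a list alone. Gene length and GC content came from GENCODE 29. Recovery was tested on simulated data with 100 genes changed per fold size in each comparison. The 4-fold changes were called in 72% of cases for XMU-MP-1 and 82% for S1P, and 2-fold changes in 15% and 20%. Correlations between libraries of a group on log2 CPM were 0.884 to 0.989. Imaging, cell counts and protein data have no deposited counts and were left out. Some genes withheld for evaluation are not reported here.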

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

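The tests of the 2 libraries with the fewest detected genes, of S1P changing fewer genes than XMU-MP-1, of markers of other cell types, of sarcomere genes above the smallest fall and against random lists, and all counts over other splits, were chosen after the results were seen, as were the settings with the long-gene share.
The paper does not report RNASeq of hiCMs given both compounds (XS). Between XS and dense hiCMs 343 genes passed both thresholds, 178 higher and 165 lower, but this count was 152 without dense 2, 159 without dense 3, 202 without XS 2, 195 without XS 3 and 1 without all libraries numbered 2 or 3. CTGF had a log2 fold change of 3.17 and CYR61 of 2.12 against dense. Against untreated sparse hiCMs, 0 genes passed in edgeR's test, 353 had an unadjusted p under 0.05, DESeq2 with the column number as a block called 31 and voom 1. Mitochondrially encoded genes had a median log2 fold change of 0.507 in XS against sparse hiCMs (13 of 13 higher, adjusted p = 8.36e-06 from limma's camera, adjusted p = 0.428 with an estimated correlation), and 0.319 without XS 3.
Outside the genes of Tables 1 to 3, 367 genes passed both thresholds between sparse and dense hiCMs and 564 between XMU-MP-1 and untreated sparse hiCMs. The paper does not discuss them.
No gene passed both thresholds after S1P in edgeR with the low-count filter (8 without the filter, 1 with DESeq2, 57 with DESeq2 and the column number as a block, 462 with voom). Without sparse 3 and S1P 1, the libraries with the fewest detected genes, the count was still 0, and that setting cannot decide because simulated 4-fold changes were then called in 57% of cases. With the share of counts from long genes as a covariate the count was 0 as well, but genes at an unadjusted p under 0.05 went from 583 to 1317 in edgeR's test and recovery was not simulated for this fit, so a count that stays at 0 does not exclude that this share hides an effect. Between the compounds 405 genes passed (137 without XMU 1, 141 without XMU 2, 17 in the fit to 2 groups, 0 in that fit with the block, 3 and 60 without all libraries numbered 2 or 3). In the fit to all libraries with the block, 462 passed. The count between the compounds does not show which of them changed fewer genes, so that explanation stays open too. The other splits of these 6 libraries called up to 2665 genes, against 0 for the real one, a split of S1P 1, sparse 1 and sparse 3 against the rest, which points to a structure of the samples.
G1/S genes were lower as a set in sparse hiCMs (median log2 fold change -0.57, 4 of 25 called, adjusted p = 2.11e-06 from limma's camera, adjusted p = 0.428 with an estimated correlation). With the long-gene share as a covariate the median was -0.591 (SD 0.143), and after removal of a trend on gene length and GC content -0.653 (SD 0.108), so neither accounts for the pattern alone. Markers of other cell types had a median of 0.393 (SD 0.319, 32 markers). This argues against fewer cells of these types together in sparse wells, but not against fewer of a single cycling type. The paper reports tests of each vial for cTNT-positive cells and very few actinin2-negative cells in earlier work. By imaging, the paper also places Ki67 in cells positive for actinin2 and troponinT, and it reports no fibroblast contamination. It gives no such measure for the sequenced wells. For sparse plating the paper reports the opposite direction to these G1/S transcripts. It describes more Ki67-positive nuclei, more cycling cells by the Fucci probe and more cells over time. Those are protein and cell measures, and MKI67 RNA on day 9 did not pass here. How the RNA relates to them was not tested. A biological effect of density is a hypothesis that was found and tested on the same data.
Oxidative phosphorylation, fatty acid oxidation and sarcomere genes were lower as sets after XMU-MP-1 in limma's camera, though not with an estimated correlation (adjusted p of 0.677, 0.428 and 0.797), with 1 of 29, 4 of 24 and 3 of 21 genes called as lower and MYH6 as higher. After removal of the trend on length and GC content the oxidative phosphorylation median was -0.668 (SD 0.065), which argues against that trend as the whole cause for this list. Those of fatty acid oxidation and sarcomere genes, -0.393 (SD 0.111) and -0.388 (SD 0.097), missed the bound set beforehand. They lay at percentiles 0.13 and 1.53 of 10000 random lists matched on expression. Random lists lack the correlation between genes of these lists (estimated at 0.0766 and 0.248), so the percentiles cannot decide for them. With the long-gene share as a covariate the medians were -0.452 (SD 0.035), -0.327 (SD 0.081) and -0.195 (SD 0.101), each short of the bound set beforehand. They lay at percentiles 0, 0.12 and 13.09 of random lists. By that bound this share cannot be told apart from an effect of the compound, itself untested, for any of the 3 lists. Without the 4 libraries of lowest share the medians were -0.131, -0.196 and 0.08. That fit cannot decide, because it leaves sparse 2 as the 1 untreated library. Sparse 2 was the lowest sparse library for 26 of 29, 13 of 24 and 14 of 21 genes of these lists. In a test chosen with its values known, after the neural markers had left neural cells open, a larger share of any other cell type would lower all myocyte genes, but MYH6, ACTN2, MYBPC3, MYOM1 and LDB3, 5 of 21 sarcomere genes, lay above the smallest fall, -0.414, by more than 2 standard errors, and the paper reports tests of each vial for cTNT-positive cells. The 32 markers of other types would need to rise, by an amount that depends on the starting share of these cells, which was not measured in these wells. A rise of 0.414 was taken as the bound after the values were seen. These markers had a median of -0.458 (SD 0.252), with 7 of 7 fibroblast, 8 of 10 smooth muscle, 3 of 5 endothelial, 2 of 4 epicardial and 1 of 1 endoderm markers lower. Neural markers, 4 of 5 higher with 0 called in edgeR's test, had a median of 0.812 (SD 0.461), which alone cannot tell whether neural cells were more frequent.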

How the results depend on the processing

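The settings with voom sample weights, the long-gene share as a covariate, without sparse 3 and S1P 1, and without the 4 libraries of lowest long-gene share (sparse 1, sparse 3, S1P 1, XS 1), as well as all counts over other splits, were chosen after the data were seen. Counts below are of genes past both thresholds unless a list is named, and the cause of a change was not tested. Of the named genes' values under the alternatives set before the data were examined, 8988 kept direction and side of the threshold, 125 gained a call and 697 lost it. Of 147 calls of named genes, DESeq2 kept 147, the fit to 2 groups 89, and fits without the libraries numbered 2 or 3 kept 7 and 37.
Sparse against dense (371) gave 656 without a low-count filter, 633 with DESeq2, 760 with DESeq2 and the block, 689 with DESeq2 on 2 groups, 657 without sparse 3 and S1P 1, 772 with the covariate, 1165 without 4 libraries and 1457 with voom.
XMU-MP-1 against sparse (568) gave, in the same order, 886, 916, 1079, 871, 951, 896, 1493 and 1625, and 333 on 2 groups.
S1P against sparse (0 in edgeR) gave 8 without the filter, 1 with DESeq2, 57 with DESeq2 and the block and 462 with voom. XS against sparse (0) gave 12 without the filter, 31 with DESeq2 and the block, 7 without 4 libraries and 1 with voom.
XMU-MP-1 against dense (1002) gave 1805 on 2 groups, 1829 with the block on 2 groups, 1867 with DESeq2 on 2 groups, 1600 without sparse 3 and S1P 1, 1533 with the covariate, 2007 without 4 libraries and 2268 with voom.
S1P against dense (341) gave 757 without the filter, 92 on 2 groups, 0 with the block on 2 groups, 644 with DESeq2, 768 with DESeq2 and the block, 519 with DESeq2 on 2 groups, 525 without sparse 3 and S1P 1, 791 with the covariate, 844 without 4 libraries and 1581 with voom.
XS against dense (343) gave 657 on 2 groups, 617 with the block on 2 groups, 547 with DESeq2, 620 with DESeq2 and the block, 797 with DESeq2 on 2 groups, 716 without sparse 3 and S1P 1, 607 with the covariate, 984 without 4 libraries and 1363 with voom.
XMU-MP-1 against S1P (405) gave 811 without the filter, 17 on 2 groups, 0 with the block on 2 groups, 793 with DESeq2, 858 with DESeq2 and the block, 655 without sparse 3 and S1P 1, 680 with the covariate, 987 without 4 libraries and 1225 with voom.
YAP targets up in sparse hiCMs (3) became 5 without the filter, 6 with the block or DESeq2, 7 with DESeq2 and the block or on 2 groups, 8 adjusted over the list alone, 7 without sparse 3 and S1P 1, 9 with the covariate, 6 without 4 libraries and 10 with voom. After XMU-MP-1 (2) they became 5 without the filter, 0 on 2 groups, 4 with the block on 2 groups or with DESeq2 and the block, 5 with the covariate, 6 without 4 libraries and 4 with voom. After S1P (0) they became 1 without the filter or with DESeq2 and the block and 2 with voom.
Maturity genes down in sparse hiCMs (2) became 5 without the filter, 6 with the block, 5 with DESeq2, 7 with DESeq2 and the block, 6 with DESeq2 on 2 groups, 5 adjusted over the list alone, 6 without sparse 3 and S1P 1, 10 with the covariate, 9 without 4 libraries and 21 with voom. After XMU-MP-1 (1) they became 2 with upper-quartile factors, without the filter, at a mean of 1 CPM, with the block in all libraries or 2 groups, with DESeq2 on 2 groups or adjusted over the list alone, 3 with DESeq2, 6 with DESeq2 and the block, 4 without sparse 3 and S1P 1, 7 with the covariate, 7 without 4 libraries and 5 with voom. After S1P (0) voom gave 3. Identity gene calls (0) became 1 without 4 libraries and 5 with voom. List calls (65) became 0 with an estimated correlation and 31 with fry.
Leaving out 1 library, or the libraries of 1 number, gave 0 to 679 for sparse against dense, 29 to 736 for XMU-MP-1 against sparse, 0 for S1P against sparse, 0 to 2 for XS against sparse (2 without XS 1), 195 to 997 for XMU-MP-1 against dense, 11 to 470 for S1P against dense, 1 to 544 for XS against dense and 3 to 482 for XMU-MP-1 against S1P. YAP targets up ranged from 0 to 5 in sparse hiCMs and 0 to 2 after XMU-MP-1, maturity genes down from 0 to 5 and 0 to 3, and list calls from 46 to 67. The adjusted p from limma's camera ranged from 0.000134 to 0.875 for oxidative phosphorylation and 0.0037 to 0.993 for sarcomere genes in XS against sparse, and 0.00223 to 0.773 for cholesterol genes in S1P against dense. Without the libraries numbered 1, 2 and 3 in turn, sparse against dense gave 679, 0 and 14.
Without replicate 3, the list tests of oxidative phosphorylation (adjusted p = 0.875) and sarcomere genes (0.993) for XS against sparse reversed in limma's camera. Without replicate 1, that of cholesterol genes for S1P against dense reversed (0.773 from limma's camera). Log2 fold changes that reversed without 4 libraries were TXN (0.67) and CEBPB (0.80) for XMU-MP-1 against sparse and TNNT2 for XMU-MP-1 against S1P (0.53). With voom those of IRF3 for S1P against sparse (-0.64) and TNNT2 for XMU-MP-1 against S1P (0.34) reversed. List medians that changed sign without 4 libraries were oxidative phosphorylation for XS against sparse, from -0.275 to 0.15 with 21 of 29 higher. The sarcomere median for XMU-MP-1 against sparse went from -0.486 to 0.08 there. That fit leaves 1 untreated library.
The 6 libraries of a comparison have 10 splits, too few for a share under 0.05. The real split gave the highest count, 1 of 10, with 0 in the highest other, for sparse against dense (371), XMU-MP-1 against sparse (568) and dense (1002), S1P against dense (341), XS against dense (343), XMU-MP-1 against S1P (405), YAP targets up in sparse hiCMs (3) and after XMU-MP-1 (2) and maturity genes down (2 and 1). For S1P against sparse all 10 splits gave at least the real 0 (highest other 2665 genes, 6 YAP targets, 11 maturity genes), and for XS against sparse likewise (296, 1 and 3). The split that called 296 set XS 1, sparse 1 and sparse 3 against the rest.
The column numbers may stand for vials, but of 30 same-numbered pairs 15 had a correlation of deviations over 0.1 (-0.3 to 0.46). Of 15 libraries, 11 correlated best with their own number. The second count points toward a link between same-numbered libraries, while the first shows that it was weak or absent in the other pairs. These counts do not settle whether the numbers mark vials. The main test was run without pairs, and the numbers enter as a block only in alternative fits. Same-numbered pairs did serve to choose the named largest rises and falls, which had to share a direction in all 3 pairs. The block gave 6 YAP targets up in sparse hiCMs. In the fit to all libraries with the block, 447 genes passed for sparse against dense and 666 for XMU-MP-1 against sparse. That fit gave 415 for S1P against dense and 462 for XMU-MP-1 against S1P.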

Differences from the paper's values

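For TAZ the paper's fold changes are 1.36 for sparse against dense, 0.37 for XMU-MP-1 against sparse and 0.41 for S1P against sparse, and here WWTR1, the gene of the Hippo effector TAZ, had 0.684, 0.801 and 0.953. None of the alternatives set before the data were examined brings these within the paper's. Another gene carries the symbol TAZ (tafazzin), and its feature on a patch scaffold gave 1.35, 0.375 and 0.408 with DESeq2 on 2 groups, so the paper's values match that feature. The paper's MST1 values match the gene with the symbol MST1 (0.861 for sparse against dense) and not STK4 (0.918), the gene of the kinase MST1. For MST2 against dense after XMU-MP-1 the paper's value is 0.95, and STK3 gave 1.23.
The paper's share of YAP targets up in sparse hiCMs is 32%, and here it was 13.6%. Shares within 1.5 times the paper's are taken as not differing. By that limit it did not differ without the filter (22.7%), with the block or DESeq2 (27.3%), with DESeq2 and the block or on 2 groups (31.8%), and without sparse replicate 2 or the libraries numbered 1 (22.7%). It differed with RLE or upper-quartile factors, a mean of 1 CPM or the fit to 2 groups (13.6%), with the block on 2 groups (18.2%) and with each other library or number left out (0% to 13.6%). DESeq2 is the tool the paper names. Adjusted over the list alone, 8 of 22 were higher. Among settings chosen after seeing the values, 7 were higher without sparse 3 and S1P 1.
The paper's share of maturity genes lower after XMU-MP-1 is 4.2%, and here it was 2.13%. It was 4.26%, within the paper's, with upper-quartile factors, without the filter, at a mean of 1 CPM, with the block in all libraries or 2 groups, with DESeq2 on 2 groups, and without sparse replicate 1 or XMU replicate 3. It differed with RLE factors and the fit to 2 groups (2.13%), DESeq2 (6.38%), DESeq2 with the block (12.8%), without sparse 2 or 3 or XMU 1 or 2 (2.13%), and without the libraries numbered 1 (6.38%), 2 or 3 (0%).
The paper states that YAP/TAZ target genes were upregulated by S1P beyond sparse plating. Here 0 of 22 passed in edgeR's test, with 1 under DESeq2 with the block (CTGF, adjusted p = 0.0154) and 1 in edgeR without a filter (GADD45G, adjusted p = 0.000211), and 2 with voom, chosen after the data were seen. The paper's bold YAP targets in that column number 4. Its p-values there lie nearer to the unadjusted p of DESeq2 on 2 groups than to the adjusted p for 22 of 22 YAP targets (median log10 gap 0.003 against 0.178), while those of the YAP targets for sparse against dense and XMU-MP-1 against sparse lie nearer to the adjusted p for all 22.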

Other observations

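The log2 fold changes of XMU-MP-1 and S1P against the same 3 sparse libraries had a correlation of 0.299 across 13126 genes, where simulated data with no effect gave 0.503 because the controls are shared. The covariance was 0.122 against a simulated 0.1, and the sign was shared by 59.9% of genes against 66.6%. The correlation lay below its simulated range (0.475 to 0.523) and the covariance above its own (0.091 to 0.107). Because these measures point in opposite directions, the comparison cannot decide whether the compounds share an effect. Genes are not independent replicates. In edgeR with the low-count filter, with or without the block, no gene passed both thresholds in both comparisons, in either direction, since 0 passed for S1P. Without that filter 8 genes passed for S1P, and the overlap was not counted there.
For cell cycle genes, G2/M genes had no call between sparse and dense hiCMs (24 genes, median log2 fold change 0.27, adjusted p = 0.0974 from limma's camera) and were higher as a set after S1P (0.27, adjusted p = 0.0167 from limma's camera, adjusted p = 0.915 with an estimated correlation), with medians from 0.035 without sparse 1 to 0.519 without sparse 2. CDK inhibitors had no call in sparse hiCMs, and after XMU-MP-1 CDKN2D rose. G1/S genes in XS against dense had 6 falls (adjusted p = 9.98e-11 from limma's camera, adjusted p = 0.32 with an estimated correlation).
Other lists, for sparse against dense: SRF/MRTF targets had ACTA2 and TAGLN up and FHL2 down (set adjusted p = 0.017 from limma's camera, adjusted p = 0.515 with an estimated correlation), natriuretic and stress genes ANKRD1 and RCAN1 up and XIRP2 down, calcium handling genes KCNJ2 and KCNQ1 down, fatty acid oxidation HADH down, glycolysis ALDOC down, the integrated stress response SLC7A5 up, the unfolded protein response HSP90B1 up, fibroblast markers MFAP5 up and S1P receptors and metabolism SGPP2 down. Cell junction genes, cholesterol and fatty acid synthesis, immediate early genes, nuclear oxidative phosphorylation genes, p53 targets, the 6 Hippo components and 2 identity genes of the paper, and markers of endoderm, endothelial, epicardial, neural and pluripotent cells had 0 calls in edgeR's test.
After XMU-MP-1, smooth muscle markers had 2 falls, LMOD1 and ACTA2 (set adjusted p = 0.00892 from limma's camera, adjusted p = 0.312 with an estimated correlation). GJA1 fell among cell junction genes, FAS and GDF15 among p53 targets, TDGF1 among pluripotency markers and APOA1 among endoderm markers. After S1P, cholesterol genes (adjusted p = 0.0308 from limma's camera, adjusted p = 0.877 with an estimated correlation), glycolysis genes (0.0357 and 0.7) were lower and mitochondrially encoded genes (0.0211 and 0.72) higher as sets. The cholesterol median of -0.153 became -0.021 without S1P 1 (11 of 21 lower), -0.077 without sparse 2, -0.267 without S1P 2, -0.287 without S1P 3, 0.01 without all libraries numbered 1 and -0.406 without those numbered 3. The glycolysis median of -0.144 became -0.085 without sparse 1, -0.258 without sparse 3 or S1P 2, -0.247 without S1P 3 and -0.327 without all libraries numbered 3, and the mitochondrial median of 0.294 became 0.132 without sparse 2 and 0.193 without S1P 3.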
